# Nuclear actin structure regulates chromatin accessibility

**DOI:** 10.1038/s41467-024-48580-y

**Published:** 2024-05-15

**Authors:** Buer Sen, Zhihui Xie, Michelle D. Thomas, Samantha G. Pattenden, Sean Howard, Cody McGrath, Maya Styner, Gunes Uzer, Terrence S. Furey, Janet Rubin

**Keywords:** Cytoskeleton, Chromatin, Mesenchymal stem cells

## Abstract

Polymerized β-actin may provide a structural basis for chromatin accessibility and actin transport into the nucleus can guide mesenchymal stem cell (MSC) differentiation. Using MSC, we show that using CK666 to inhibit Arp2/3 directed secondary actin branching results in decreased nuclear actin structure, and significantly alters chromatin access measured with ATACseq at 24 h. The ATAC-seq results due to CK666 are distinct from those caused by cytochalasin D (CytoD), which enhances nuclear actin structure. In addition, nuclear visualization shows Arp2/3 inhibition decreases pericentric H3K9me3 marks. CytoD, alternatively, induces redistribution of H3K27me3 marks centrally. Such alterations in chromatin landscape are consistent with differential gene expression associated with distinctive differentiation patterns. Further, knockdown of the non-enzymatic monomeric actin binding protein, Arp4, leads to extensive chromatin unpacking, but only a modest increase in transcription, indicating an active role for actin-Arp4 in transcription. These data indicate that dynamic actin remodeling can regulate chromatin interactions.

## Abstract (web summary)

Intranuclear actin contributes to nuclear structure. Inducing actin remodeling within the nucleus regulates chromatin accessibility, and is associated with phenotypic outcomes in mesenchymal stem cells. As such, dynamic actin remodeling may modulate gene expression.

## Introduction

Remodeling of the cellular actin cytoskeleton contributes to dynamic changes in cell phenotype and function^1,2^. Recently, changes in cytoplasmic actin structure were discovered to affect transport of actin into the nucleus^3–5^ where nuclear actin is essential for proper gene transcription and DNA repair^6,7^. In stem cells, the intranuclear state of actin with regard to the ratio of monomeric (G-actin) to polymeric (F-actin) has been shown to guide differentiative pathways^8^. Moreover, nuclear G-actin interactions with actin-related-proteins (e.g., Arp4 and Arp8) regulate the transcription of genes within heterochromatin^9^, but little is known regarding how intranuclear actin structures affect accessible chromatin to drive gene transcription.

The nucleus includes a nucleoskeleton made up of A/C and B type lamins that provide scaffolding for heterochromatin^10^ and thus organization^11^. Once a cell reaches its terminal differentiated state, the lamin A/C nucleoskeleton appears to be fixed until deregulated with aging or cancer^12^. In contrast to the largely static lamin network, the cellular actin cytoskeleton continuously remodels. For instance, when cells stiffen in response to extracellular matrix cues, polymerized cytoplasmic F-actin generates force on the nucleus through connections to Linker of Nucleoskeleton and Cytoskeleton (LINC) complexes, allowing heterochromatin to be rearranged on lamin scaffolds^13^. Actin is also present within the nucleus^14^, and its energy-dependent import and export are regulated by extracellular processes including mechanical strain^3,4,6^. Due to the density of the nucleus, F-actin actin rarely appears as strongly phalloidin-positive strands typical of cytoplasmic F-actin, although it can be visualized as distinct actin fibers in some states such as DNA replication stress^6,15^, or transiently during mitotic exit^16^. Despite poor geographic visualization of polymerized actin, evidence suggests that a dynamic exchange between free and polymerized actin states occurs in the nucleus, and importantly, most actin polymerization modifiers, including Arps, have been found within the nucleus^14,17^. The fact that actin polymers can be assembled and disassembled within the nucleus, and that actin has been shown to regulate chromatin remodeling complexes^18^, begs the question of the role of intranuclear actin in modulating the epigenetic nuclear landscape.

β-actin itself is required for proper functioning of the Brahma-associated factor (BAF) complex and specifically associates with BRG1 subunit of BAF^19^. The BAF complex plays critical roles in differentiation and development through regulation of chromatin around key genes, in part by affecting the activity of polycomb repressive complexes. Knock down of β-actin affects chromatin organization, both in terms of accessibility as well as intra-chromatin interactions and with histones^7^. A recent crystal structure of human BAF bound to a nucleosome^20^ showed that BAF contains an actin-related protein (Arp) complex consisting of SMARCA4, β-actin, and Arp4 (ACTL6A/BAF53A)^19^. This complex links the BAF ATPase module, which directly interacts with the nucleosome and the BAF base module; thus changes in actin associations would be predicted to have effects at regulating chromatin states.

Stem cells undergo profound changes in their gene transcription profiles during the transition from stemness/ multi-potentiality into specified terminal identities, during which process a large change in chromatin accessibility occurs and constitutive chromatin repressive marks are irreversibly altered^21^. The multipotential bone marrow mesenchymal stem cell (MSC), which we study here, differentiates to supply precursors for osteoblasts which form bone, and marrow adipocytes which store energy for local use^22^. By virtue of micro-environmental controls specific to bone marrow, bone MSC are primed to enter the osteoprogenitor lineage, such that a switch into adipocyte lineage requires un-silencing and expression of a non-osteoblastic gene network^23^. One way to alter these transitions is by changing actin structure in the nucleus: CytoD, for example, depolymerizes cytoplasmic F-actin, inducing transport of G-actin monomers into the nucleus from which CytoD is excluded, and thus nuclear actin structure is increased; the increased nuclear actin augments maturation into osteoblasts^5^. In contrast, blocking Arp2/3 action to increase secondary actin branching (using the enzymatic inhibitor CK666) provokes a lineage switch into the adipogenic pathway^8^. Arp2/3 complexes are located at membrane surfaces - in the nucleus presumably at the inner nuclear membrane - where the Arps can interact with both lamins and constitutive heterochromatin^24^. Additionally, Arp4, an actin related protein that has no enzymatic activity, is found only in the nucleus where it has been shown to inhibit F-actin polymerization^25^ and function as a critical member in chromatin modifying complexes^26^. Arp4’s effect on differentiation through actin remodeling has not been studied. This information suggests that modulation of actin content and structure in the nucleus might regulate access to gene regulatory elements and subsequently modify gene transcription during stem cell differentiation.

Our goal in this work was to understand if remodeling nuclear β-actin structure would alter DNA accessibility due to treatment with cytoskeletal inhibitors CK666 and CytoD. CK666 prevents Arp2/3 induced secondary actin branching at 70° from end on end polymers^27^, and CytoD increases actin transport into the nucleus^5^. These actin states induce discrete cell phenotype responses: CK666 causes a lineage switch to adipogenesis, and CytoD promotes osteoblastogenesis in the absence of other differentiative cues^8,28^. We describe changes in cell morphology, nuclear organization including heterochromatin location, and gene expression. Presented data shows that imposition of sustained structural changes in β-actin leads to specific alterations in chromatin accessibility and the geographic location of both facultative and constitutive heterochromatin marks. Our work shows that the epigenetic landscape of MSCs is subject to control by actin remodeling.

## Results

### Nuclear actin states and connectivity with cytoskeleton are modified by CK666 and Cytochalasin D

We previously showed that two commonly used actin modifiers, the Arp2/3 inhibitor CK666 and CytoD, an inhibitor of cytoplasmic actin polymerization, alter the differentiation program of MSCs which emerge as adipocytes or mature osteoblasts, respectively, after 3 days in culture^5,8,28^. In both cases, actin within the nucleus is objectively altered. CK666 prevents secondary branching, shown as a nearly complete absence of phalloidin staining within the nucleus 3 h after treatment (Fig. 1A, B). The findings shown throughout have been repeated in at least 3 × 6-well experiments with a high power image from each experimental well examined. Supplementary Fig. 1a shows examples of the fields from which cells are selected in a non-biased fashion; cells representing each treatment condition (control, CK666, CytoD) are easily identifiable by the cellular actin staining pattern. Intranuclear actin state is further demonstrated by transfecting with the NA chromobody (Nuclear Actin Chromobody-TagGFP plasmid) in Fig. 1C. The NA chromobody stain reveals scant, but recognizable actin fibrils in the control condition, which are increased with CytoD treatment and decreased in the CK666 condition. (Six further examples of imaged cells transfected with the NA chromobody are shown in Supplementary Fig. 1b) Arp3 remains both intra- and extra-nuclear, its location undisturbed by inhibition with CK666 (Fig. 1D). Preventing secondary branching with CK666, despite similar total actin within the nucleus, decreases nuclear F-actin with a consequent rise in G/F actin ratio, shown in a representative blot in Fig. 1E, and accompanied by densitometry representing 5 separate experiments. Quantitative densitometry confirms that treatment with CK666 decreases F-actin within the nucleus (*p* < 0.0001).

**Fig. 1:**
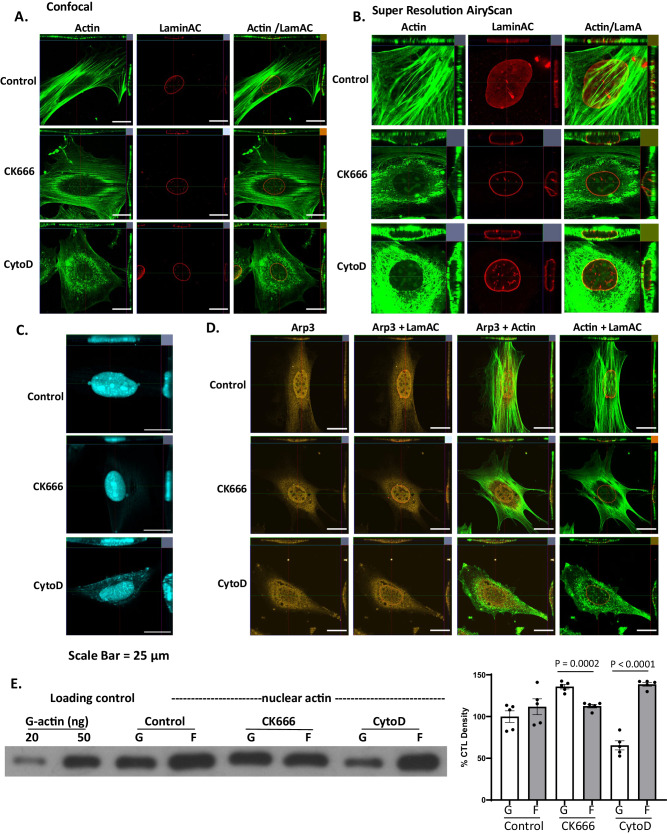
Actin structure In the nucleus is altered by CK666 and CytoD. Mouse marrow-derived mesenchymal stem cell (MSC) were treated with CK666 (100 μM) or CytoD (0.1 μg/ml) for 4 h. **A**, **B** The cells were stained for Lamin A/C (red) and F-actin (green, phalloidin) and then examined using a model LSM 880 confocal microscope (Zeiss, Thornwood, NY) and (**B**) visualized using Airyscan. **C** Cells were transfected with the nuclear actin chromobody and imaged 4 h after treatment as specified. **D** The cells were stained for Arp3 (yellow, cy5), Lamin A/C (red) and F-actin (green, phalloidin). For images, a random cell in each of 6 HPF was selected for imaging, and representative image shown; scale bar: 25 μm. Imaging was performed in 3 separate experiments. **E** Nuclear G- and F-actin immunoblot analysis using G/F actin assay kit (Cytoskeleton, Inc.) for control, CK666 and Cyto D-treated MSCs. Data points represent mean densitometry ±SEM relative to vehicle-treated samples for *n* = 5 biologically independent samples; two way ANOVA with Sidak post-hoc adjusted for multiple comparison,; *p* = 0.0002 for CK666 and <0.0001 for CytoD. Source data are provided as a Source Data file.

In contrast, an inhibitor of actin polymerization, CytoD, that fails to enter the nucleus due to lack of endogenous transporter mechanisms^8,29^, promotes both actin transport into the nucleus and an increase in nuclear F-actin, perturbing lamin A/C lining the inner nuclear membrane (Fig. 1A, B). Visible points of phalloidin staining are consistent with polymerized structures charted within the nucleus^15,30^. After CytoD, Airy magnification of the nuclear area shows polymeric actin adherent to the outer nuclear membrane forming a thick cap both above and below stained lamin A/C on cross section. Further, CytoD treated cells stained with the nuclear actin chromobody show clear appearance of F-actin fibrils, as shown in Fig. 1C and Supplementary Fig. 1b. Densitometry for nuclear actin (Fig. 1E) reveals statistically similar levels of F-actin and G-actin in nuclei of control MSCs, and large increases in F-actin after treatment with CytoD.

Examination of cytoplasmic F-actin structure shows that focal adhesions at the membrane as well as around the nucleus are decreased after CK666, resulting in decreased actin cables traversing the nucleus (Fig. 2A, stained with vinculin) and reduce filapodial actin accretions. CytoD prevents formation and maturation of focal adhesions in the cytoplasm^1^, which results in actin points or globules instead of the arcing cables seen in control and CK666 treated cells. Interestingly, Arp3 relocates to this extranuclear actin structure, and may be important to the generation of the multiple actin polymers visualized there (Fig. 1D). Combining cytoplasmic actin visualization with the confocal images and quantitation of increased F-actin in Fig. 1, our data indicate that CytoD, but not CK666, is associated with enhanced actin polymerization in the nucleus.

**Fig. 2:**
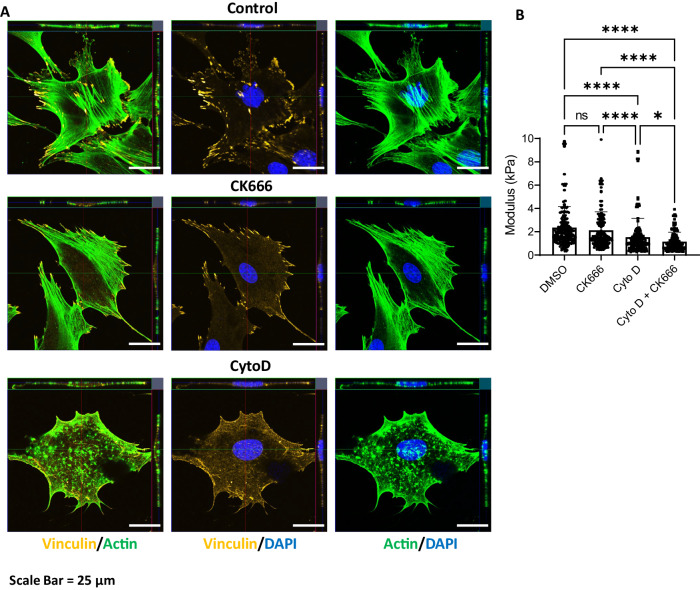
Actin connections to nucleus are altered by CK666 and CytoD. **A** MSC were treated with CK666 or CytoD same as Fig. 1, and then stained focal adhesion (yellow, cy5), F-actin (green; phalloidin), and nucleus (blue; NucBlue). Images are representative of at least 3 biological repeats; scale bar: 25 μm. **B** Measurement of cell modulus, data for each condition acquired from 5 measures per each of 60 independent cells and presented as mean ± SEM; one way ANOVA with Tukey post hoc test adjusted for multiple comparisons; between group differences are shown as ****p < 0.0001, *p < 0.05. Source data are provided as a Source Data file.

Measurements of cell modulus largely represent the stiffness of its largest and densest organelle, the nucleus. The modulus of CK666 treated cells is not significantly different from control cells, while CytoD decreases cell modulus despite the presence of actin around the nucleus (Fig. 2B). Decreased modulus apparent with cytochalasin D could be in part due to the reduced number of F-actin cables traversing the apical nuclear surface, which are known to contribute to the atomic force microscope measured stiffness^31^. The decreased modulus due to CytoD treatment is further decreased in the presence of CK666: this finding suggests that the presence of structural actin within the nucleus does supply some portion of the measured cell and nuclear modulus.

### Nuclear actin state alters chromatin accessibility and gene transcription

Remodeling actin structure within and around the nucleus induces profound effects on chromatin accessibility and transcription. We performed ATAC-seq to determine chromatin accessibility profiles across perturbations in actin structure caused by CK666 and CytoD at 24 h. 

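The 24 h experiment held 9 ATAC-seq libraries, 3 each of control, CK666-treated and CytoD-treated mouse marrow-derived MSCs, prepared from 50000 cells per library by the Omni-ATAC protocol, in which a transposase cuts accessible DNA and inserts the sequencing adapters. The authors processed the paired-end reads with the PEPATAC pipeline, the bowtie2 aligner and the MACS2 peak caller, took the union of the peaks across replicates, and deposited the number of reads counted in each of 305931 consensus regions per library, without normalization. The regions were 500 to 9661 bp long, with a median of 651 bp. Total counts ranged from 14122298 to 22352180 in control libraries (median 21651442), from 19536094 to 21259528 with CK666 (median 20422723) and from 14071301 to 19457534 with CytoD (median 14986903). Within a group, the counts of any 2 replicates had rank correlations between 0.872 and 0.916 across the 162723 regions with a mean of at least 20 counts, regions not being independent replicates, and no library was a copy of another. The genome build is not given in the sources used here for ATAC-seq. No region ran past a chromosome end of GRCm38. Of the transcription start sites (TSSs) of protein-coding transcripts in GENCODE release vM21, 60.7% lay in a region, against 15.7% after a shift of 20000 bp. Positions and genes are therefore given on GRCm38, and TSS refers to protein-coding starts throughout. From the counts onward, the 9 libraries were normalized by edgeR's TMM method and fitted together, and the 300323 regions that passed edgeR's filter on low counts were tested. TMM sets the overall level so that most regions do not change, so a shift of all regions in the same direction would not be seen.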

A principal components analysis (PCA) indicates that CK666 creates greater alterations in the overall chromatin landscape than does CytoD (Fig. 3A). 

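In a PCA of the 1000 most variable regions after DESeq2's variance stabilizing transformation, PC1 held 84.7% and PC2 10.6% of the variance among the 9 libraries. On these components the mean of the CK666 libraries lay 44.3 units from the mean of the control libraries, and that of the CytoD libraries 17.6 units. Replicates spread around their own group mean by far less, at most 0.609 units (SD) in the CK666 and control groups and 0.586 units in the CytoD and control groups. On log2 TMM-normalized CPM, the alternative that moved PC1 most, PC1 held 64.8% of the variance, and the distances were 77.3 units for CK666 and 33.0 units for CytoD, with a replicate spread of at most 10.5 units (SD). The relative size of the 2 distances depended on the number of regions used. They were 35.7 units for CK666 and 10.7 for CytoD with the 500 most variable regions, and 67.2 and 44.5 with 5000. With each library left out in turn, the distance from control stayed larger for CK666 than for CytoD. From the larger separation of the CK666 libraries, the paper concludes that CK666 altered the overall chromatin landscape more than CytoD.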

We performed differential chromatin accessibility analysis to determine specifically how chromatin was changing across the two conditions compared to control. 

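Each region was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and called at the limits of the paper's methods, an adjusted p under 0.01 and a log2 fold change beyond 1 in either direction. On counts simulated from the means and library sizes of these libraries for 300323 regions, this test called 171 of 200 regions with a mean of at least 20 counts given a log2 fold change of 2 (85.5%) and no unchanged region, while the median tested region had 22 normalized counts. Set directly against each other, the 2 treatments differed at 9839 regions, of which 6421 were more accessible with CK666 and 3418 with CytoD. Scaled by total counts only, the same comparison called 5165 and 4443 regions. The tested regions lay mostly away from promoters of protein-coding genes, with 5.55% containing a protein-coding TSS and 32.5% more than 50 kb from any of these.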

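After 24 h of CK666, 8825 of 300323 tested regions passed both limits (2.94%), and 5641 of them gained and 3184 lost accessibility. The median size of the change was a log2 fold change of 1.65 among the regions that gained and 1.24 among those that lost, and 1809 (32.1%) and 116 (3.64%) of them passed a log2 fold change of 2. A fold limit read as a log10 fold change over 2 was the alternative that moved the counts most, and left 3 increased and 0 decreased regions by edgeR's test, while 62273 regions had an unadjusted p under 0.05. Among called regions with a mean of at least 50 normalized counts and no overlap between groups, the largest gain was on chromosome 18 from 58520289 to 58520830, in intergenic DNA 35427 bp from the TSS of Slc27a6. Its TMM-normalized count went from 3.30 ± 3.25 (SD, n = 3) in control to 141.5 ± 12.6 (SD, n = 3), a log2 fold change of 5.52 (standard error 0.38, adjusted p = 8.21e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stayed between 4.86 and 6.23 with each library left out. The next, on chromosome 14 from 122116138 to 122116659 in an intron of Tm9sf2, went from 4.63 ± 0.913 to 156.4 ± 14.7 normalized counts, a log2 fold change of 5.06 (adjusted p = 1.24e-23 by the same test). Among the same regions, the largest losses were on chromosome 14 from 9669750 to 9670333, in an intron of Fhit, from 143.8 ± 26.6 to 12.9 ± 2.00 normalized counts (log2 fold change -3.46, adjusted p = 1.03e-18), and on chromosome 12 from 59041738 to 59042307, in intergenic DNA 19111 bp from the TSS of Trappc6b, from 209 ± 20.6 to 20.1 ± 10.4 normalized counts (log2 fold change -3.39, adjusted p = 2.28e-21). In the first 3 regions listed in Supplementary Data 1, whose published values were seen beforehand, the log2 fold changes were 2.86 (chromosome 5 from 52615325 to 52617794), -2.41 (chromosome 12 from 59039549 to 59041623) and -1.48 (chromosome 1 from 171499690 to 171503136).

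**Figure D1:**
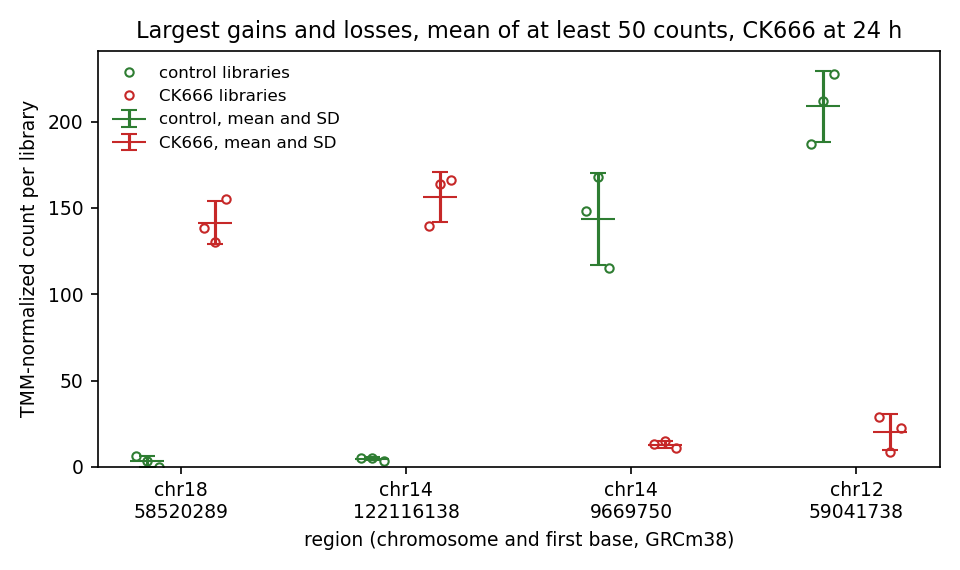
Normalized counts per library in the 2 regions with the largest gain and the 2 with the largest loss with CK666 at 24 h, among called regions with a mean of at least 50 normalized counts and no overlap between groups, with 3 control and 3 CK666 libraries each and the group means and SDs. The intergenic region on chromosome 18 averaged 3.30 normalized counts in control and 141.5 with CK666, and the region in Fhit 143.8 and 12.9.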

For CK666, we found more regions of significantly increased accessibility with greater magnitudes of change compared to those with decreased accessibility (Fig. 3B; *p* < 0.01; log_10_ fold change >2; Supplementary Data 1). 

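With CytoD, the same test called 7151 regions (2.38% of those tested), 2944 with a gain and 4207 with a loss, so that 41.2% of the called regions had gained accessibility. Which direction held more regions depended on the scaling: with total counts only, 3823 regions gained and 2961 lost, or 56.4% with a gain. Median changes were 1.40 on the log2 scale among gains and 1.24 among losses, and 416 gains (14.1%) and 143 losses (3.40%) passed a log2 fold change of 2. Under the same limits on counts and overlap as with CK666, the region with the largest gain lay on chromosome 10 from 88441050 to 88441738, in an intron of Gnptab, and went from 15.1 ± 1.29 (SD, n = 3) to 86.4 ± 19.4 normalized counts (SD, n = 3), a log2 fold change of 2.53 (standard error 0.277, adjusted p = 2.72e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An intergenic region on chromosome 12 from 101742891 to 101743439 gained 2.47 on the log2 scale. The largest loss under these limits was in an intron of Glis3 on chromosome 19 from 28624484 to 28625157, from 114.1 ± 20.1 to 17.8 ± 7.88 normalized counts (log2 fold change -2.69, adjusted p = 1.26e-12 by the same test). The region in Fhit named for CK666 also lost accessibility with CytoD, to 25.1 ± 6.28 normalized counts (log2 fold change -2.51). Of the first 3 regions of Supplementary Data 2, the one in an intron of Fmn2 on chromosome 1 from 174640881 to 174641426 had a log2 fold change of -1.81, the one on chromosome 12 from 59039549 to 59041623 of -1.45, and the one on chromosome 13 from 67003075 to 67003638 of 1.42.

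**Figure D2:**
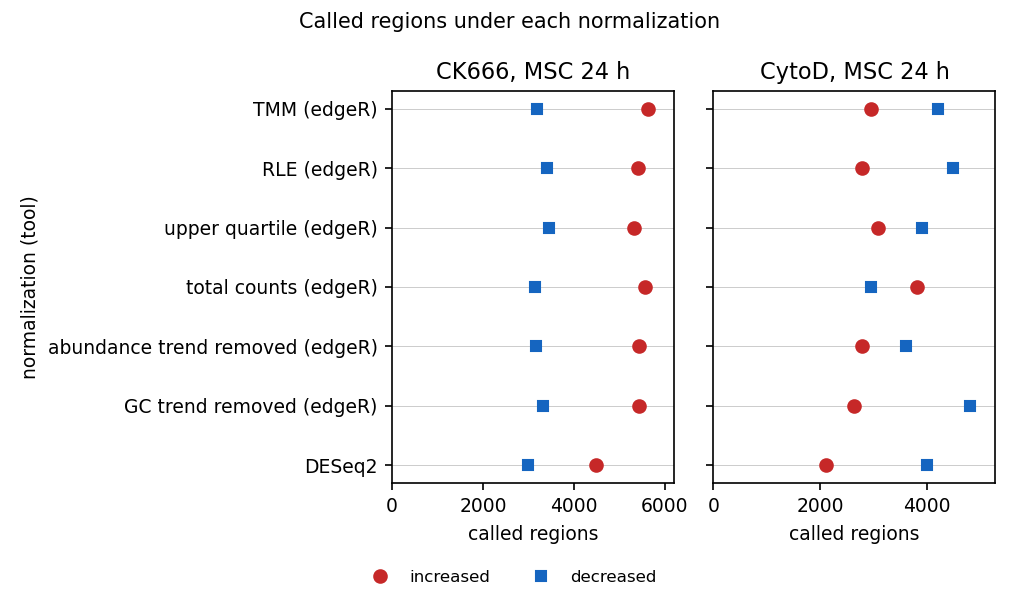
Number of regions called increased (circles) and decreased (squares) by CK666 and by CytoD at 24 h, under each normalization of the counts. For CK666 every normalization calls more increased than decreased regions, while for CytoD total counts alone reverse the order, with 3823 increased and 2961 decreased regions.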

CytoD treatment, alternatively, resulted in more regions with decreased chromatin accessibility (Fig. 3C). 

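Of the regions called with either treatment, 1307 changed in the same direction with both, 497 with a gain and 810 with a loss, or 14.8% of the CK666 regions and 18.3% of the CytoD regions. Opposite directions were found at 27 regions that gained with CK666 and lost with CytoD, and at 5 regions the other way. With DESeq2 at default parameters, as in the paper's methods, 7471 regions were called for CK666, 6112 for CytoD and 1156 for both in the same direction. Sets of regions drawn at random with the same counts would share 81.5 gains and 99.3 losses. Both treatments were compared with the same 3 control libraries, which alone ties their fold changes together. In 3 simulations of unchanged groups against these controls, the fold changes of the 2 comparisons correlated across regions with r between 0.497 and 0.499, against 0.452 observed, and between 66.4% and 66.6% of all regions had the same sign, against 65.1% observed. Sets of top-ranked regions of the same sizes as the calls shared 764 to 791 gains and 377 to 414 losses in the simulations, against 558 and 1220 observed. No region passed the limits in either comparison of the simulations, so the regions called with both treatments have no simulated counterpart.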

Of the 7471 (4476 increased, 2995 decreased) regions significantly altered by CK666 and the 6113 (2102 increased, 4011 decreased) altered by CytoD, 1157 (360 increased, 797 decreased; Supplementary Data 2) were significantly altered in the same direction in both conditions (Fig. 3D), representing less than 20% of the total in each.

**Fig. 3:**
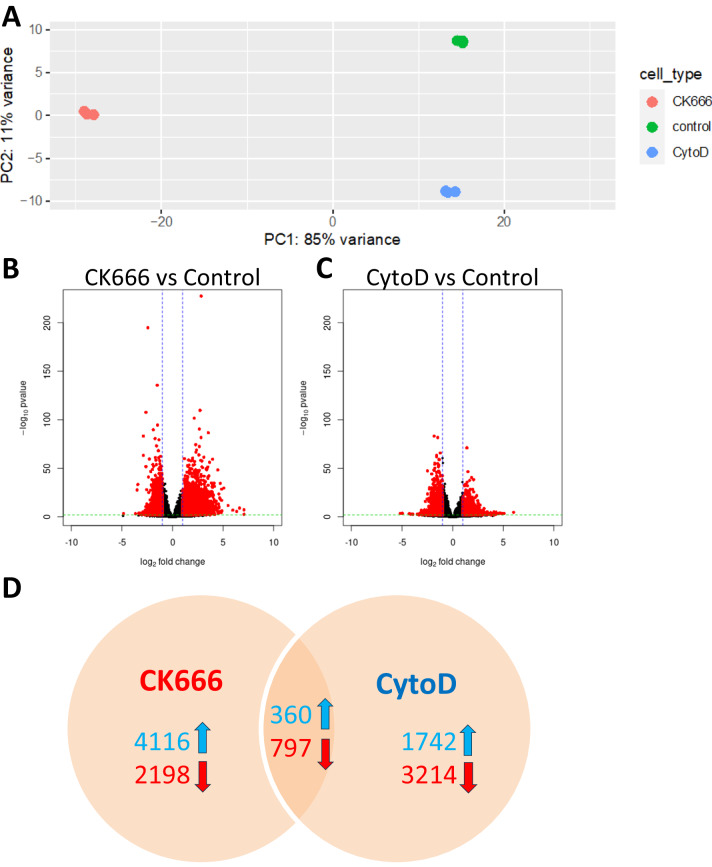
Chromatin accessibility altered by CK666 and CytoD. **A** PCA shows CK666 (red) alters chromatin accessibility relatively more than CytoD (blue) when compared to the baseline control state (green). **B** Addition of CK666 results in more regions with significantly (*p* < 0.01; DESeq2 Wald test; adjusted using Benjamini-Hochberg correction) increased accessibility with greater magnitudes than regions with decreased accessibility. **C** Addition of CytoD results in more regions with significantly (*p* < 0.01; DESeq2 Wald test; adjusted using Benjamini-Hochberg correction) decreased accessibility. **D** Most chromatin changes are unique to a given condition (85% of CK666 regions; 81% of CytoD regions).

To assess how chromatin accessibility patterns affected regulation of transcription, we measured gene expression using RNA-seq. Again, PCA (Fig. 4A) shows treatment with nuclear actin modifiers creates statistically significant changes in expression at 24 h with the overall expression profile most affected by CK666. Compared with chromatin accessibility, we did not find as much difference in the number and magnitude of increased and decreased gene expression for either CK666 (Fig. 4B) or CytoD (Fig. 4C). We found more differentially expressed genes in common between the two conditions (376 total, 164 up-regulated, 212 down-regulated) with 24% of the 1583 differential genes (710 up-regulated, 873 down-regulated; Supplementary Data 3) altered by CK666 and 30% of the 1256 differential genes (665 up-regulated, 591 down-regulated; Supplementary Data 4) in this overlap (Fig. 4D). Most of the transcriptional changes were uniquely ascribed to a specific condition. It is useful to note that MSC do not assume ‘terminal’ phenotypes until several days later^23^, and early changes up to 24 h likely reflect operational starts to lineage acquisition^32^ rather than terminal identities. As well, CytoD, although largely promoting a terminal osteoblast phenotype in MSC, also induces adipogenesis in some cells in the exposed population^5^.

**Fig. 4:**
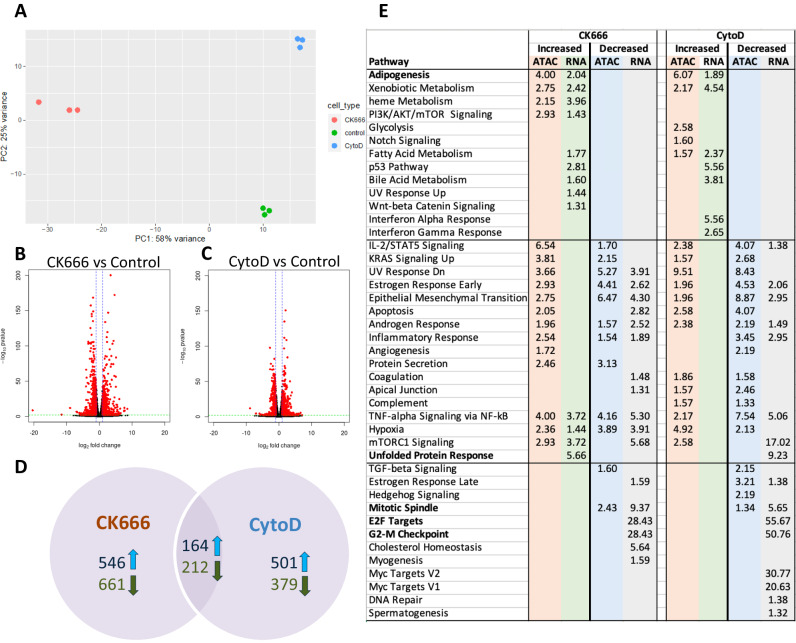
Gene expression altered relatively less than chromatin by CK666 and CytoD. **A** PCA shows CK666 (red) alters gene expression relatively more than CytoD (blue) when compared to the baseline control state (green), similar to chromatin accessibility. **B** Addition of CK666 results in similar numbers of genes with significantly (*p* < 0.01; DESeq2 Wald test; adjusted using Benjamini-Hochberg correction) increased and decreased expression and of similar magnitudes. **C** Addition of CytoD also results in similar numbers of genes with significantly (*p* < 0.01; DESeq2 Wald test; adjusted using Benjamini-Hochberg correction) increased and decreased expression, but with lower magnitudes than CK666. **D** The number of differentially expressed genes is less than altered chromatin regions, and relatively more are shared between conditions (24% of CK666 genes; 30% of CytoD genes). **E** Pathway enrichment for genes near differentially accessible chromatin (ATAC) and differentially expressed genes (RNA). Values are −log_10_ (adjusted *p* value of enrichment). See also Supplementary Fig. 1 which shows that CK666 induces adipogenesis at 3 days, while CytoD induces an osteoblast phenotype.

To better understand those cellular processes most affected by CK666 and CytoD, we performed overrepresentation analysis (ORA) on both genes linked to differentially accessible chromatin and differentially expressed genes (Fig. 4E). We performed separate ORA on genes with increased and decreased accessibility or expression. Pathways were manually clustered based on their enrichment patterns across the two conditions. As expected, genes related to adipogenesis showed increased chromatin accessibility and expression in cells exposed to CK666^8^, suggesting changes leading to adipocyte differentiation are present at even 24 h (see Supplementary Fig. 2 for 3 day effect in these experiments). 

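Regions were assigned to the gene with the nearest TSS within 50 kb, and the 12 adipogenic genes shown in Supplementary Fig. 3 as known markers had 214 tested regions. With CK666 at 24 h, 6 of these regions were called increased and 1 decreased, and the numbers were also 6 and 1 when adjusted over the list alone. The increased regions belonged to 4 genes, with 2 at Pparg, 2 at Nfia, 1 at Cd36 and 1 at Plin1, and the decreased region was at Nfia. Random lists of genes with as many tested regions had 2.98 such genes on average (one-sided permutation test across genes with 10000 lists, p = 0.341, adjusted p = 1 over 24 list tests by Benjamini-Hochberg). None of the regions containing the TSS of Pparg, Cebpa, Fabp4 or Adipoq was called. The TSS taken for each was the start of the annotated gene, so regions at starts of its other transcripts were not read here. The region at the TSS of Pparg, on chromosome 6 from 115360698 to 115362535, went from 405.8 ± 37.2 (SD, n = 3) to 292.2 ± 33.0 normalized counts (SD, n = 3), a log2 fold change of -0.48 (standard error 0.103, adjusted p = 0.000409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the fold limit. At the TSSs of Cebpa (chromosome 7 from 35118880 to 35121708), Fabp4 (chromosome 3 from 10208379 to 10208902) and Adipoq (chromosome 16 from 23146052 to 23146653), the log2 fold changes were -0.12, 0.01 and 0.36, with adjusted p values of 0.391, 0.981 and 0.483. The sign at Fabp4 depended on the normalization. The paper's over-representation analysis was not repeated here.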

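For CytoD, 5 of the 12 adipogenic genes had an increased region, namely Adipoq, Lipe, Nfia, Plin1 and Pparg with 1 each, against 1.80 genes on average in matched random lists (one-sided permutation test across genes, p = 0.0169, adjusted p = 0.406 over the same 24 list tests). Fabp4 had 1 decreased region. With each library left out in turn, the number of genes with an increased region lay between 3 and 5. With regions assigned only to a TSS within 5 kb, 4 genes had an increased region (one-sided permutation test across genes, p = 0.0009, adjusted p = 0.0216), the sole list result with an adjusted p under 0.05 in any setting tried. Supplementary Fig. 3 shows these genes by their expression at 24 h, where the paper states an increase with CytoD. The random lists were matched on tested regions and not on expression, so the test cannot tell adipogenic genes from other genes with raised expression. At the TSS of Adipoq, counts rose from 33.3 ± 10.1 (SD, n = 3) to 72.0 ± 9.33 (SD, n = 3), a log2 fold change of 1.08 (standard error 0.259, adjusted p = 0.00209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every CytoD library lay above every control library. This call was lost without control replicate 1, without control replicate 3 and without CytoD replicate 2, and over all libraries left out in turn the log2 fold change lay between 0.88 and 1.29. At the TSSs of Pparg, Cebpa and Fabp4 the log2 fold changes were -0.25, -0.14 and -0.30, none of them called.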

Interestingly, early adipogenesis pathways were also activated with CytoD, but as we reported in vitro and in vivo^5^ and show again in Supplementary Fig. 2, the predominant differentiation by 3 days after CytoD treatment is osteoblastogenesis. This data is further supported by heat-maps in Supplementary Fig. 3, which show that CytoD increases baseline osteogenic genes by 24 h, while CK666 does not; CytoD also increases adipogenic genes, but this pattern is largely replaced by osteogenesis at 3–4 days. Shown in Supplementary Fig. 4, where standard medias were used to terminally differentiate osteoblasts and adipocytes^5^, different actin cytoskeletons sort to these phenotypes: actin structure is depleted in adipocytes and increased in osteoblasts. Nuclear actin and Arp4 staining are not visibly different in any of the differentiated nuclei compared with control cells. This suggests that significant changes in nuclear actin and chromatin states caused by actin remodeling drugs, while initiating differentiating events, eventually achieve some adaptive equilibrium.

The most significantly enriched pathways common to both actin-altering conditions were decreased expression of genes targeted by the E2F transcription factors and involved in the G2 to M phase checkpoint in the cell cycle. 

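Regions were also examined at 97 cell cycle genes, the S phase and G2/M phase lists of the Seurat package turned to mouse symbols, of which 95 had a tested region within 50 kb of their TSS and 837 regions in all. With CK666, 9 genes had an increased and 4 a decreased region, against 12.0 and 5.88 genes in random lists with as many tested regions. Leaving out each library in turn gave 6 to 9 genes with an increased region. For a decreased region it gave 3 to 8 genes, so this count did not stay under 5.88. With CytoD, 6 genes had an increased and 10 a decreased region, against 6.59 and 8.64 (one-sided permutation test across genes for the decrease, p = 0.36). The median log2 fold change over the 837 regions was -0.02 with CK666 and -0.08 with CytoD, compared with 0.02 and 0.04 over all tested regions. Adjusted over the list alone, the called regions numbered 9 increased and 4 decreased with CK666 and 6 and 12 with CytoD, as over all regions.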

Chromatin accessibility for cell cycle associated regulatory elements was not similarly altered. These suggest a significant reduction in cell cycle activity indicating reduced growth rates, potentially due to differentiation away from the self-renewing MSC state. Many pathways showed significant changes in chromatin accessibility in both directions simultaneously, most with concomitant decreases in gene expression. Most of these are signaling-related pathways and may reflect that cellular stress increases in the presence of significantly altered actin dynamics.

Most changes in chromatin and expression were either consistent in direction across both conditions or were only found in one condition. A notable exception is the Unfolded Protein Response (UPR) pathway that was found to be significantly upregulated by CK666 while being significantly downregulated by CytoD. The UPR pathway relieves endoplasmic reticulum stress and plays an important role in many cellular processes, including differentiation of MSCs^33^. UPR pathway up-regulation due to CK666 might reflect the stress of MSC switching pathways from an orientation favoring osteoblast development, while its downregulation with CytoD may be consistent with greater retention of the molecular characteristics of the pre-osteoblast control state^23^. In sum, inducing actin modifications across the cell generates a state which forces the MSC out of the multipotential state, shutting down proliferation genes, and invoking adaptive responses leading to differentiation.

We also examined CK666 induced changes in chromatin accessibility at 4 h to complement the 24 h data set. 

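The 4 h experiment measured 12 ATAC-seq libraries over a table of 369846 consensus regions of 500 to 11728 bp (median 589 bp), 6 of them from MSCs, with 3 control and 3 CK666 libraries. The regions differ in their borders from those of the 24 h table, so the 2 time points were compared by overlap of positions. Total counts were higher than at 24 h, from 29239381 to 30017192 in the MSC controls (median 29609984) and from 31634170 to 34979833 with CK666 (median 32059547). Replicates had rank correlations from 0.92 to 0.93 across the 202225 regions with a mean of at least 20 counts. The deposited values are again read counts per region without normalization, made by the authors as at 24 h, and the 6 MSC libraries were fitted alone, with 306819 regions tested. On simulated counts for these libraries, 177 of 200 regions with a log2 fold change of 2 were recovered (88.5%), with 3 false calls.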

We found that while changes in chromatin accessibility again clearly separated CK666 samples from control in a PCA (Supplementary Fig. 5a), there were fewer altered regions (1962 total, 1098 increased, 864 decreased; Supplementary Fig. 5b). Of these, 774 were shared at 4 h and 24 h (Supplementary Fig. 5c), with associated genes enriched in common pathways, notably adipogenesis (Supplementary Fig. 5d, Supplementary Data 9), suggestive of a progressive mechanism whereby chromatin is modified.

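At 4 h, PC1 of the 6 MSC libraries held 94.5% and PC2 1.88% of the variance, and the CK666 mean lay 20.8 units from the control mean, with a replicate spread of at most 2.04 units (SD). On log2 TMM-normalized CPM the groups lay closer in relation to their spread, with a distance of 45.4 units and a spread of 29.5 units. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3120 regions were called (1.02% of those tested), 1810 with a gain and 1310 with a loss. In size, the median log2 fold change was 1.32 among gains and 1.27 among losses. DESeq2 at default parameters called 1098 gains and 864 losses, fewer by over 1.5 times. Among called regions with a mean of at least 50 normalized counts and no overlap between groups, the largest gains were in a coding exon of Paqr3 on chromosome 5 from 97108230 to 97108798, from 14.6 ± 6.14 (SD, n = 3) to 134.7 ± 7.33 normalized counts (SD, n = 3; log2 fold change 3.20), and in an intron of Hvcn1 on the same chromosome from 122230061 to 122230585 (log2 fold change 2.98). The largest losses among them were in the UTR of Ccn2 on chromosome 10 from 24598624 to 24599193, from 251 ± 28.2 to 39.8 ± 4.01 normalized counts (log2 fold change -2.65), and in intergenic DNA on chromosome 3 from 142232847 to 142234256 (log2 fold change -2.48). All 4 had adjusted p values of 4.51e-13 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Although fewer regions passed the limits than at 24 h, the number of calls at the 2 times comes from separate tables, depths and spreads and was not itself tested.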

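Called regions of the 2 tables that overlapped by at least 1 bp and changed in the same direction numbered 1094, 904 with a gain and 190 with a loss, or 35.1% of the 4 h calls and 12.4% of the 24 h calls. Chance, matched on the counts of the regions, would give 43.0 gains and 17.4 losses. Of the regions that gained at 4 h, 49.9% also gained at 24 h, while 14.5% of the regions that lost at 4 h also lost at 24 h. Opposite directions were called at 2 overlapping pairs that gained at 24 h and lost at 4 h and at 3 the other way, and the fold changes of overlapping regions correlated with r = 0.385 across regions. The 2 time points had their own controls. Among the 12 adipogenic genes, 3 had an increased region at 4 h, with 2 regions at Adipoq, 1 at Cebpa and 1 at Plin1, against 1.16 genes in matched random lists (one-sided permutation test across genes, p = 0.1, adjusted p = 0.803 over 24 list tests). Adipor2 had 2 decreased regions. The region at the TSS of Adipoq, here on chromosome 16 from 23146100 to 23146631, rose from 9.57 ± 2.77 (SD, n = 3) to 40.0 ± 6.86 normalized counts (SD, n = 3), a log2 fold change of 2.05 (standard error 0.361, adjusted p = 1.88e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave a log2 fold change of 2.06 at this region of Adipoq but no adjusted p, so the call has no counterpart by that test. The TSS regions of Pparg, Cebpa and Fabp4 changed by -0.11, 0.11 and 0.16 on the log2 scale and were not called. From the regions shared between 4 h and 24 h and the pathways of their genes, the paper proposes a progressive mechanism of chromatin modification.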

To provide a contrast in a different cellular setting, we measured chromatin accessibility in the well-studied NIH-3T3 embryonic fibroblast cell line, previously used to investigate intranuclear actin structure^34,35^. 

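NIH 3T3 is an established mouse embryonic fibroblast line. Its 3 control and 3 CK666 libraries, also taken 4 h after CK666, were counted over the same 369846 regions as the 4 h MSC libraries. Total counts ranged from 24368857 to 27866363 in control (median 27061308) and from 14496058 to 23146416 with CK666 (median 22303079), CK666 replicate 1 being the shallowest. Rank correlations across the 197146 regions with a mean of at least 20 counts were 0.904 to 0.906 between control replicates and 0.834 to 0.88 between CK666 replicates. The 6 libraries were fitted alone, and 331963 regions passed the filter on low counts. In the simulation for these libraries, 169 of 200 changed regions were recovered (84.5%).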

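In the 6 NIH 3T3 libraries PC1 held 93.8% and PC2 3.26% of the variance, and the CK666 mean lay 38.1 units from the control mean, with a replicate spread of at most 6.19 units (SD). On log2 TMM-normalized CPM the distance was 62.0 units and the spread 31.7 units. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, accessibility changed at 11765 regions (3.54% of those tested), rising at 6216 and falling at 5549. DESeq2 at default parameters, with control and CK666 as the libraries are labelled, called 3174 regions with a rise and 4827 with a fall, and scaling by total counts only 8022 and 3514. Which direction held more regions thus changed with the test and the scaling, and falls also outnumbered rises in each of the 6 fits without a library. Rises had a median log2 fold change of 1.60, with 1512 (24.3%) above 2, and falls one of 1.23 in size, with 196 (3.53%) beyond 2. The number of rises fell to 3446 without control replicate 3, to 3454 without control replicate 1 and to 3528 without CK666 replicate 3. Under the limits on counts and overlap used for MSCs, the largest rise was in an intron of Dip2c on chromosome 13 from 9643363 to 9643916, from 17.3 ± 5.66 (SD, n = 3) to 218.3 ± 27.6 normalized counts (SD, n = 3; log2 fold change 3.64, standard error 0.216, adjusted p = 2.76e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the next in an intron of Sorcs2 on chromosome 5 from 36256950 to 36257544 (log2 fold change 3.50). The largest falls under these limits were in a coding exon of Nckap1 on chromosome 2 from 80506051 to 80506605, from 336.7 ± 36.2 to 33.6 ± 13.0 normalized counts (log2 fold change -3.28), and in intergenic DNA on chromosome 9 from 92360600 to 92361155 (log2 fold change -3.00).

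**Figure D3:**
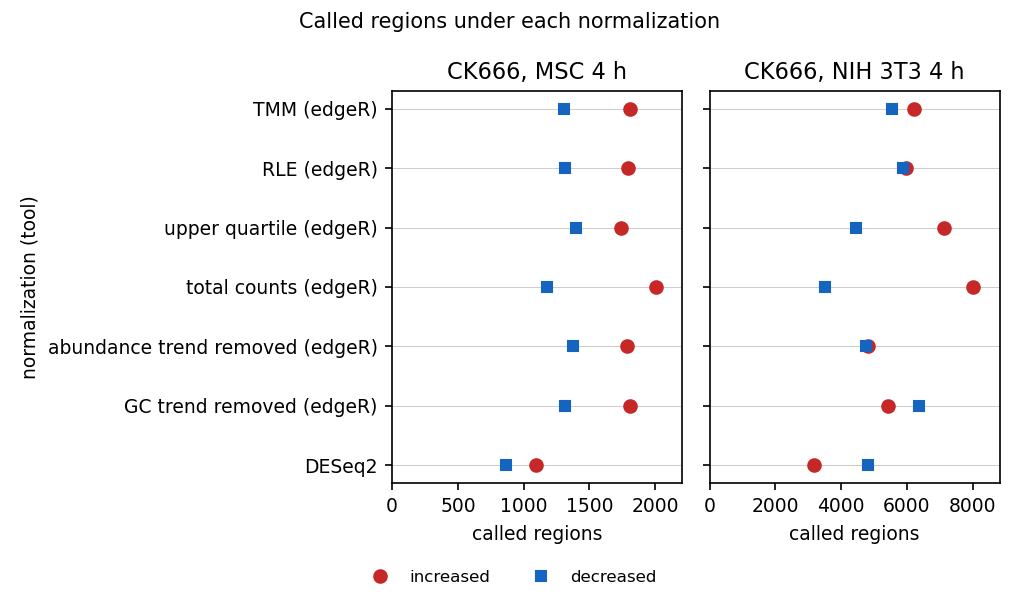
Number of regions called increased (circles) and decreased (squares) by CK666 at 4 h in MSCs and in NIH 3T3 cells, under each normalization of the counts. In MSCs every normalization calls more increased regions, while in NIH 3T3 cells the order changes between 3174 increased and 4827 decreased regions by DESeq2 and 8022 and 3514 with total counts.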

Here, we found that 4 h after addition of CK666, treated and control cells were clearly separated by PCA (Supplementary Fig. 6a): chromatin accessibility was significantly altered in 8091 regions (4827 increased, 3264 decreased; Supplementary Fig. 6b). 

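Regions called in the same direction in NIH 3T3 cells and in MSCs at 4 h numbered 482, with 399 rises and 83 falls, or 4.10% of the NIH 3T3 calls. Against MSCs at 24 h the number was 1022, with 893 rises and 129 falls, or 8.69% of the NIH 3T3 calls, so that 95.9% and 91.3% of them were not shared. These shares include NIH 3T3 calls that had no tested region in MSCs. At 4 h, 9411 of the NIH 3T3 calls were also tested in MSCs, and at 24 h 8139 overlapping pairs of tested regions held an NIH 3T3 call. Of the MSC calls at 4 h, 15.5% were shared. Chance matched on counts would give 24.7 rises and 23.5 falls at 4 h and 89.2 rises and 63.2 falls at 24 h. Regions that went the other way in NIH 3T3 cells were 10 rises and 9 falls in MSCs at 4 h, and 34 rises and 36 falls in MSCs at 24 h. The chance values are for the same direction, and none was computed for opposite directions. Across regions tested in both cell types, the log2 fold changes correlated with r = 0.152 at 4 h and 0.171 at 24 h.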

Comparing to MSCs at both 4 and 24 h post CK666 treatment, most of these changes were unique to the NIH 3T3 cells (Supplementary Fig. 6c). PCA of MSCs and NIH 3T3 cells together show that chromatin profiles at baseline are extremely different, as expected for functionally distinct cells; this variation far exceeded the variation induced by CK666 (Supplementary Fig. 6d). 

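Over all 12 libraries of the 4 h experiment, PC1 held 97.6% and PC2 0.568% of the variance. The control means of NIH 3T3 cells and MSCs lay 159.5 units apart, with a replicate spread of at most 3.88 units (SD). On the same components CK666 moved the NIH 3T3 mean by 17.5 units and the MSC mean by 1.62 units, with replicate spreads of 5.88 and 1.39 units (SD), and without MSC CK666 replicate 1 the MSC mean moved by 0.205 units. The 1000 regions used were those most variable over the 12 libraries, and thus mostly regions that differ between the cell types.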

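For NIH 3T3 cells, 3 of the 12 adipogenic genes had an increased region, against 2.75 genes on average in random lists matched on the number of tested regions (one-sided permutation test across genes, p = 0.551). Of the regions of these 12 genes, 4 were increased and 4 decreased, the latter with 3 at Nfia and 1 at Adhfe1. At the TSS of Pparg, on chromosome 6 from 115360747 to 115361314, the count was low, with 5.46 ± 4.00 (SD, n = 3) normalized counts in control and 15.4 ± 10.1 (SD, n = 3) with CK666, and a log2 fold change of 1.40 (standard error 0.625, adjusted p = 0.132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the TSS of Cebpa, on chromosome 7 from 35118063 to 35119843, the log2 fold change was 0.85 (adjusted p = 0.00946 by the same test), short of the fold limit except when regions under a mean of 50 counts were left out, where it was 1.02. The region at the TSS of Fabp4 changed by -0.31 on the log2 scale and was not called.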

Interestingly, pathways enriched by genes near altered chromatin in NIH 3T3 cells largely overlapped those enriched in MSCs, though there was not a significant signal for adipogenesis (Supplementary Data 10). These data suggest that specific regions altered by inhibition of secondary actin branching depend on the baseline cell chromatin state, but that there may be common cellular processes affected by these changes.

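Whether the effect of CK666 differed between the cell types was tested as an interaction over the 12 libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change differed by more than 1 at 5176 of 368794 tested regions (1.40%), being higher in NIH 3T3 cells at 1837 and higher in MSCs at 3339. Of these regions, 2558 were called in NIH 3T3 cells and not in MSCs, 351 in MSCs and not in NIH 3T3 cells, and 2238 in neither cell type taken alone. A higher log2 fold change is not a larger change, since a fall in NIH 3T3 cells alone counts as higher in MSCs. The split between directions depended on the normalization and the filter. It was 1419 and 4231 with DESeq2, 1315 and 4344 with the GC trend removed, 2290 and 2578 with upper quartile scaling, 2297 and 2563 with the abundance trend removed, 2728 and 2342 with total counts, and 2524 and 2541 among regions with a mean of at least 50 counts. From the few regions shared between the cell types, their different baseline profiles and the overlap of enriched pathways, the paper proposes that the regions altered depend on the baseline chromatin state while common cellular processes may be affected.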

### Discrete alterations in location of histone marked heterochromatin are ascribed to different intranuclear actin states

Hetero- and euchromatin associations with the lamin nucleoskeleton become largely stable at the same time that lamin A/C is expressed in the MSC^36^. A full array of actin modifying enzymes found in the nucleus indicates that the actin polymers could offer scaffolds upon which chromatin could be arrayed during differentiation. We thus explored whether preventing secondary branching within the nucleus would change the structural organization of heterochromatin marks, thus changing chromatin accessibility as confirmed by our ATACseq data (Fig. 3). Changes in the “constitutive” heterochromatin mark, H3K9me3, are associated with maintenance of cell identity and lineage stability^37,38^. We found that CK666, but not CytoD, caused significant alterations in H3K9me3 mark location, which aggregate in foci (“K9-foci”) (Fig. 5A, B). Such H3K9me3 foci have been described as “distinct, multi-chromosomal, membrane-less heterochromatin domains” where H3K9me3 is associated with HP1^39^. Four hours after exposure to CK666, the nuclear area was expectedly smaller due to less prominent apical fibers exerting less tension on the nucleus, allowing it to bulge upward; however, the density of H3K9me3 was unchanged, as were total levels measured by densitometry (Fig. 5B). Importantly, the number of K9-foci significantly decreased (19.5 ± 3 in CK666 condition compared to 30.3 ± 4 in control, difference *p* < 0.0001), with mobilization toward the inner nuclear membrane, shown in the far right graph of Fig. 5A. In comparison, treatment with CytoD decreased the number of K9-foci to a far lesser degree (25 ± 4 for CytoD compared to 30.3 ± 4 in control, *p* < 0.001). Importantly, although both CK666 and CytoD increase the amount of nuclear actin (Fig. 1D), the formation of both primary and branched actin polymers can continue and even increase due to increased substrate in nuclei of cells treated with CytoD, which is excluded from the nucleus^5^. These data support the hypothesis that intranuclear actin provides a modifiable structure for chromatin arrangements.

**Fig. 5:**
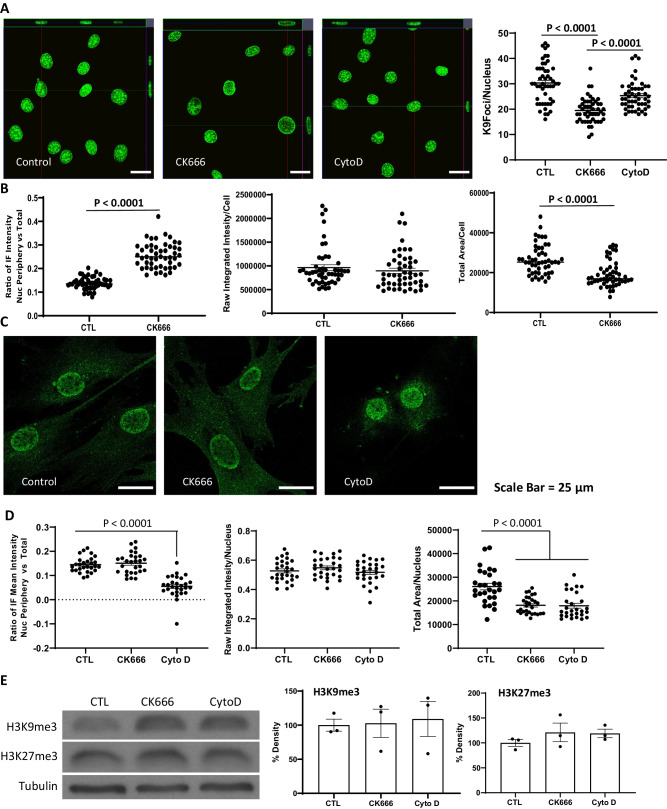
Histone mark locations change with alterations in nuclear actin structure. The cells were treated with/without CK666 or CytoD for 4 h. **A** The cells stained for H3K9me3 and foci counted for heterochromatin called as “K9foci”, data for each condition was acquired from 50 independent cells and presented as mean ± SEM; one way ANOVA with Tukey post hoc test adjusted for multiple comparisons, between group differences are shown if *p* < 0.0001. **B** K9foci redistributed with CK666 to inner nuclear region; data acquired from 50 independent cells for each condition and presented as mean ± SEM, two-tailed t-test with *p* < 0.0001. **C** The cells were stained for H3K27me3. **D** H3K9me3 distribution in nucleus, data for each condition was acquired from 28 independent cells and presented as mean ± SEM; one way ANOVA with Tukey post hoc test adjusted for multiple comparisons, between group differences are shown if *p* < 0.0001. **E** Total H3K9me3 and H3K9me3 protein level was measured by Western blot; data points represent mean densitometry, relative to vehicle-treated samples for *n* = 3 biologically independent samples are presented as mean ± SEM, between group differences were not significant. Source data are provided as a Source Data file.

We next examined the facultative heterochromatin mark, H3K27me3, previously shown to be downregulated during osteogenic differentiation due to treatment with CytoD^40^. Figure 5C shows that in control and CK666 cells, H3K27me3, visible diffusely across the nucleus, was concentrated at the inner nuclear membrane. CytoD caused a quantitatively significant relocation away from the nuclear membrane toward the center of the cell (Fig. 5D, *p* < 0.0001). No treatment caused measurable changes in total H3K27me3 compared with control (Fig. 5E). In sum, alterations in nuclear actin, whether via increasing nuclear actin with cytochalasin D, or increasing free actin through limiting secondary branching via CK666 inhibition of Arp2/3, differentially causes heterochromatin relocalization in the absence of changing total amounts of H3K9 or H3K27 trimethylation.

### Arp4 interactions with actin are critical to chromatin accessibility and gene transcription

Formation of nuclear F-actin decreases the G-actin pool^41^, and we here showed that the corollary, i.e., inhibition of Arp2/3 actin polymerization, generates the opposite effect: CK666 increases the ratio of G- to F-actin in the nucleus (Fig. 1D). This finding stimulated a consideration of effects on chromatin accessibility due to the actin-related protein Arp4 that forms a heteromeric complex with actin monomers^19,42^. While Arp4 is not known to have enzymatic activity, its binding of monomeric actin decreases substrate to form F-actin, and thus its knockdown leads to an increase in F-actin^25^. Arp4 is also known to interact with HP1-alpha^43^, which has a role in H3K9me3 deposition and localization^25^.

We first confirmed that marrow derived MSC expressed Arp4, which we found was entirely confined to the nucleus (Fig. 6A). Treatment with CK666 induced a movement of Arp4, presumably bound to monomeric actin, towards the edges of the nucleus with increased distribution along folded lamin of the taller and less spread nucleus as shown in the figure. To investigate whether the relocation of H3K9me3 from pericentric heterochromatin toward the nuclear edge involved Arp4, we measured the location of this methyl mark after CK666 treatment. As before, CK666 caused a significant decrease in the number of K9-heterochromatin marked foci in a pattern similar to Fig. 5A (Fig. 6A, B). Knock-down of Arp4 was consistent with a trend toward decreased numbers of heterochromatin marked foci, but this steady state was not further decreased by CK666 (Fig. 6C). This suggests that when actin monomers are released through CK666 inhibition, extant Arp4 enables the K9-foci loss from the central nucleus.

**Fig. 6:**
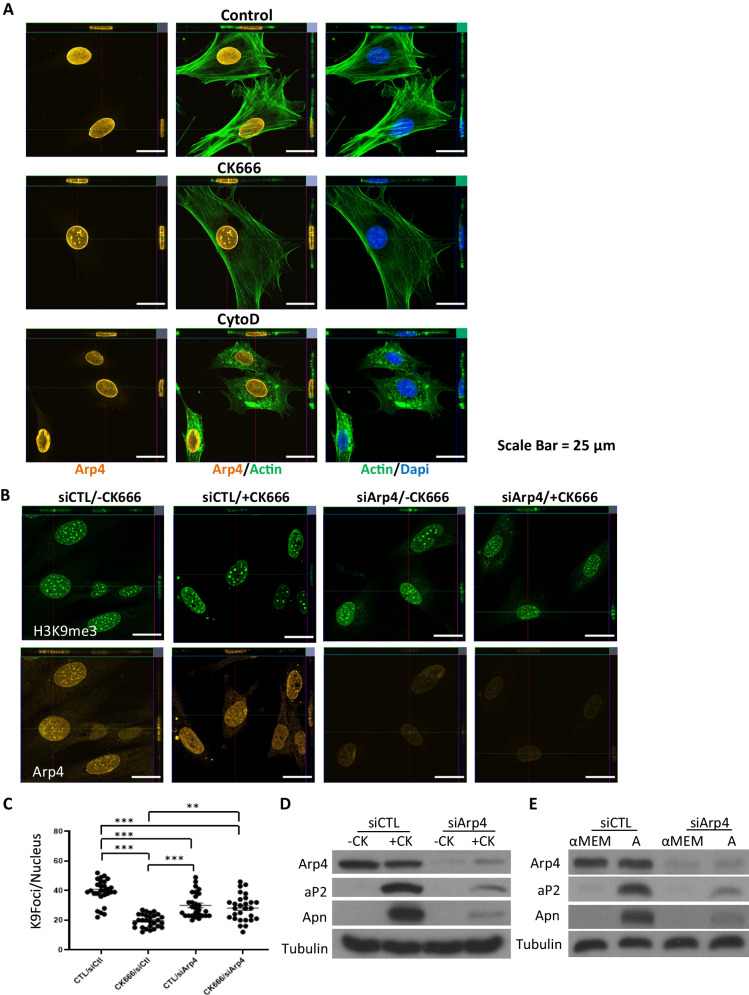
Knockdown of Arp4 changes nuclear structure and prevents adipogenesis. The cells were stained for Arp4 (yellow, cy5), F-actin (green, phalloidin) and nucleus (blue; NucBlue). **A** The cells were treated with/without CK666 or CytoD for 4 h. **B** Arp4 was knocked-down and treated with/without CK666. For images (**A**, **B**), 6 HPF were imaged, and representative image shown; scale bar: 25 μm. Imaging was performed in 3 separate experiments. **C** K9foci counted; data for each condition was acquired from 28 independent cells and presented mean ± SEM; two way ANOVA with Tukey post hoc test adjusted for multiple comparisons shows group differences, ***p < 0.0001, **p = 0.003. **D**, **E** Arp4 was knocked-down and the cells treated with/without CK666 or A medium for 3 days. Western blot for Arp4, aP2 and Apn. Source data are provided as a Source Data file.

Shown in Fig. 6D (and Supplementary Fig. 2), CK666 treated cells generated Adiponectin and Ap2 proteins at 3 days during transition to an adipogenic phenotype. Expression of these fat markers was inhibited when Arp4 was knocked down. Interestingly, adipogenesis due to “adipogenic medium”, widely used to induce adipogenesis^23^, was also repressed in the absence of Arp4 (Fig. 6E). This finding suggests that the Arp4/actin associations might control both accessibility and transcription of adipogenic genes during MSC differentiation.

Next, we determined the effect of Arp4 knockdown on the chromatin landscape and expression profile of these cells. 

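Chromatin accessibility was measured in 9 further MSC libraries, 3 each of cells transfected with a control siRNA, with siRNA against Arp4 (siArp4, whose gene is Actl6a), and with siArp4 followed by CK666. Total counts were lower than in untransfected cells, from 8904262 to 9810487 with control siRNA (median 9745575), from 8225924 to 10474823 with siArp4 (median 10294484) and from 9869428 to 10219170 with siArp4 and CK666 (median 10204479). The authors deposited these read counts in the same table of 305931 lines as the 24 h experiment. The counts of these libraries did not follow the region names of that table. Rank correlations across lines were between 0.6 and 0.696 among the 9 siRNA libraries and between 0.752 and 0.872 among the 9 untransfected libraries, but between -0.003 and 0.002 over the 81 pairs of an siRNA library with an untransfected one. The 9 libraries were therefore compared only with each other, line by line, and no position, gene or GC content is given for any region of this experiment. For the same reason the accessibility of Actl6a, the targeted gene, was not read in these libraries, and CK666 with and without Arp4 was not compared region by region. The libraries were fitted together with edgeR, with 205173 regions tested, and on simulated counts 179 of 200 changed regions were recovered (89.5%).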

We found that chromatin accessibility was affected to a much greater extent by Arp4 knockdown than by addition of CK666, with variation from the control state primarily due to the absence of Arp4 regardless of presence of CK666 (Fig. 7A). 

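In the PCA of these 9 libraries, PC1 held 92.8% and PC2 4.19% of the variance. The siArp4 mean lay 67.9 units and the mean of siArp4 with CK666 62.4 units from the control siRNA mean, while the 2 knockdown groups lay 16.9 units apart. The SD of replicates around their group mean was at most 3.60 units. With log2 TMM-normalized CPM in place of the variance stabilizing transformation, PC1 held 70.1% of the variance and the 3 distances were 77.8, 72.1 and 26.3 units, with SDs of at most 7.61 units. Distances from this PCA and from that of CK666 and CytoD are not on the same scale, since each was made from its own most variable regions. From this separation the paper concludes that variation from the control state was mainly due to the absence of Arp4, whether or not CK666 was present.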

More specifically, we found 37,158 chromatin regions affected by Arp4 knockdown alone, dominated in number and magnitude by increased accessibility (Fig. 7B; 31674 increased, 5484 decreased; Supplementary Data 5). 

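By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, siArp4 changed 13594 of 205173 tested regions (6.63%), 10434 with a gain and 3160 with a loss, so that 76.8% of the called regions gained accessibility. This share was 84.3% with DESeq2 (11057 gains and 2060 losses), 56.2% with total counts only (7246 and 5649) and 63.5% with the abundance trend removed (7364 and 4237). Without control siRNA replicate 1 the losses fell to 1951, and without control siRNA replicate 2 to 2014. In size, the median log2 fold change was 1.51 among gains and 1.55 among losses, and similar shares passed a log2 fold change of 2, with 2133 gains (20.4%) and 650 losses (20.6%). By DESeq2 the medians were 1.54 and 1.53, and 21.8% and 18.4% passed it. The regions that gained had higher counts, with a median of 65.7 normalized counts, than those that lost, with 30.1, and than all tested regions, with 13.9. With the fold limit inside edgeR's test, which also depends on counts, 3083 gains and 284 losses were called.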

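With CK666 added to siArp4, 12149 regions differed from control siRNA (5.92% of those tested), 8972 with a gain and 3177 with a loss, or 73.9% with a gain. By DESeq2 the numbers were 8688 and 2421 (78.2% with a gain), scaled by total counts 6801 and 4730, and with the abundance trend removed 6611 and 4358. Median changes were 1.48 on the log2 scale in either direction. Set directly against siArp4 alone, the addition of CK666 changed 1118 regions, 372 with a gain and 746 with a loss. By DESeq2 these were 250 and 835, by total counts 493 and 606, and with the abundance trend removed 480 and 618. The 372 gains fell to between 214 and 245 without any of the 3 libraries of siArp4 with CK666, and to 234 without siArp4 replicate 3.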

When actin branching was prevented by CK666, leading to increased G-actin in the nucleus, chromatin accessibility changes largely reflected those that due to loss of Arp4 (Fig. 7C, D). Of the 32,559 chromatin alterations (25,575 increased, 6984 decreased; Supplementary Data 6), 23196 (71%) were similar to those in Arp4 knockdown only, including nearly 80% of the regions with increased accessibility.

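Called in the same direction in both knockdown groups were 8295 regions, 6712 with a gain and 1583 with a loss, and none was called in opposite directions by edgeR's quasi-likelihood test. They were 61.0% of the regions called with siArp4 alone and 68.3% of those called with siArp4 and CK666, including 74.8% of the latter's gains and 49.8% of its losses. Chance matched on counts would give 1534 gains and 102 losses. Both groups were compared with the same 3 control libraries. In 3 simulations of unchanged groups against these controls, the correlation of the log2 fold changes across regions was 0.488 to 0.495, against 0.695 observed, and the share of regions with the same sign 66.1% to 66.5%, against 74.5% observed. Top-ranked sets of the same sizes shared 2862 to 2912 gains and 368 to 413 losses in the simulations, against 7199 and 1846 observed, and no region passed the limits in either comparison there. The losses called in both fell to 1038 without control siRNA replicate 1.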

**Fig. 7:**
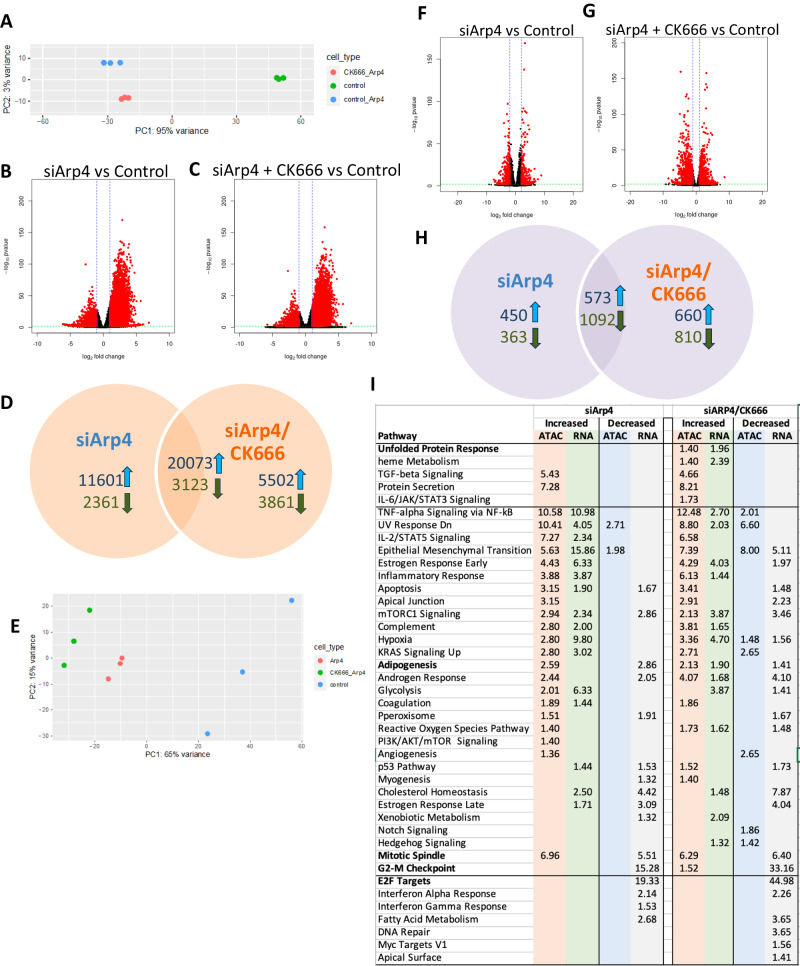
Arp4 knockdown affects chromatin accessibility more than transcription. **A** PCA of ATAC-seq data (**B**, **C**) Volcano plots of ATAC-seq data (DESeq2 Wald test; *p* values adjusted using Benjamini-Hochberg correction) (**D**) Overlaps of ATAC-seq data (**E**) PCA of RNA-seq data (**F**, **G**) Volcano plots of RNA-seq data (DESeq2 Wald test; *p* values adjusted using Benjamini-Hochberg correction) (**H**) Overlaps of RNA-seq data (**I**) Combined pathway analysis.

The effect on gene expression was not as extreme. Variability in the overall expression profile from the control state was still primarily due to Arp4 knockdown (Fig. 7E), and indeed a larger total number of genes were affected by Arp4 knockdown (2478; 1023 increased, 1455 decreased; Fig. 7F; Supplementary Data 7) compared to addition of CK666 alone (1583; Fig. 3B). We did see more variability in controls which were treated with the siRNA transfection protocol than shown in un-transfected replicates. Comparing the chromatin accessibility and gene expression changes, it is noteworthy that the 60% increase in differentially expressed genes is substantially lower than the nearly 500% increase in affected chromatin regions. 

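Within these libraries, the 13594 regions called with siArp4 were 154% of the 8825 called with CK666 at 24 h. As shares of the regions tested in each experiment, they were 6.63% of 205173 and 2.94% of 300323. The 2 experiments differed in depth and in the spread between replicates, with an edgeR common dispersion of 0.0598 in the knockdown libraries and 0.033 at 24 h, and the difference between the 2 counts was not itself tested.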

Further, the combined knockdown of Arp4 and addition of CK666 led to a greater number and magnitude of gene expression changes (3135; 1233 increased, 1902 decreased; Fig. 7G; Supplementary Data 8) with slightly fewer in common with Arp4 knockdown alone (1665/2478, 67%; Fig. 7H) compared with chromatin changes. Interestingly, in both experiments there were more genes with decreased rather than increased expression, despite chromatin accessibility being overwhelmingly increased. A pathway analysis (Fig. 7I) showed many similarities between cellular processes affected by Arp4 knockdown and those due to addition of CK666 alone, including the decreased expression of genes targeted by the E2F transcription factors and involved in the G2 to M phase checkpoint in the cell cycle. But there were notable differences, including a decreased expression of adipogenesis genes despite increased chromatin accessibility in their vicinity, and there was no enrichment in changes to chromatin or expression of genes in the UPR pathway. The further addition of CK666 did appear to restore some of the molecular changes in these latter pathways, but not to the extent seen with CK666 addition alone. Together, these results suggest that Arp4 along with free actin plays an important role in chromatin availability and the regulation of gene transcription.

## Discussion

Access to discrete gene regulatory elements in the genome profoundly changes as a stem cell moves from a proliferative stem state into terminal lineage. By virtue of its residence within the bone marrow, the marrow derived MSC is primed to act as a regenerative cell of the skeleton, becoming a bone osteoblast. The alternate differentiation pathway for this cell is adipocytic, a transition which requires a major shift in expressed genes, beginning with PPARγ and C/EBPα and involving shut down of the gene arrays associated with osteoblastogenesis^23^. In previous work we found that actin modifiers can direct selection between these pathways: preventing actin branching (CK666) induces adipogenesis^8^ and increasing actin transport into the nucleus by disassembling cytoplasmic actin polymers (Cytochalasin D) robustly promotes osteogenesis^5^. This suggested that, alongside the nucleoskeleton scaffold for tertiary and quaternary chromatin, dynamic actin structures also contribute to chromatin architecture. In the work presented here, we now show that actin modifiers cause large shifts in the accessible DNA 24 h after their addition, reflected in ATAC-seq data sets (Figs. 3, 4, 7). Transcription, as shown by RNA-seq, mirror some of the changes in chromatin accessibility, supporting, in the case of CK666, an increase in adipogenesis and TNF-alpha signaling. Decreased chromatin accessibility after either increases or decreases in nuclear actin structure is seen near genes involved in a host of pathways, yet overall, RNA expression was less affected than chromatin accessibility at the 24 h time point. As might be expected early during the process of differentiation, both actin modifiers decreased mRNA gene pathways associated with proliferation; interestingly decreased chromatin accessibility did not appear to be a major driver of this effect.

A role for intra-nuclear actin—both actin level and arrangement—in controlling gene regulation and expression might be predicted as nearly all members of the actin toolbox and processes to closely regulate actin entrance and egress from the nucleus have been well described^44^. Moreover, actin based functions contribute to genome stability along with affecting global transcription patterns^45^. Indeed, the absence of nuclear actin due to knockdown of β-actin caused a general decrease in gene activation through associated chromatin remodeling^7^. Mahmood et al analyzed several aspects of chromatin state and showed that knocking down β-actin levels altered chromatin structure via chromatin remodelers such as BAF/ BRG1 and EZH2, the latter which we have also shown to be influenced by changes in actin structure^8,40^. As well, expression of progerin, the mutant lamin A involved in Hutchinson-Gilford progeria syndrome, also leads to decreased nuclear actin and gene expression, and can be partially corrected by overexpression of nuclear-targeted actin^46^. Insofar as the state of actin, as we confirm in this work, increased nuclear actin promotes transition from the proliferative state and eventually constrains the non-proliferating cell into differentiative phenotypes; increasing the proportion of the branched F-actin form in the nucleus leads to osteoblast lineage while decreased nuclear F-actin leads to adipogenesis^47^. Other examples showing that nuclear G- to F-actin ratios are important in controlling cell function include that the presence of nuclear F-actin is critical to the ability of cancer cells to resist chemotherapy^48^, and necessary to increase production of cytokines in T-cells^49^. Here, limiting the ability to form branched actin in the nucleus of marrow MSC cells, which are poised to enter the osteoblast lineage, forces the cell not only out of the proliferative state, but into an alternate adipogenic lineage. Not unexpectedly, treatment with CK666 led to distinct chromatin profiles compared to controls in NIH3T3 cells (Supplementary Fig. 6). The numbers of gene regions near altered chromatin at 4 h was higher than those in the MSC cells, but included similar pathways. This commonality may point to chromatin arrangements that are shared between cell types.

Previous work has evaluated transient changes in nuclear actin state and chromatin geography. F- actin fibers form during mitotic exit, a process which involves the interacting molecule cofilin-1 that both severs actin filaments and transports actin monomers into the nucleus^16^. The appearance of F-actin invokes chromatin decondensation and nuclear expansion. Reorganization of chromatin after mitosis requires the presence of α-actinin 4, the full process occurring over about 60 min^34^. Interestingly, changes in intracellular calcium, either due to treatment with an ionophore, or through G-protein coupled receptors, can induce rapid stimulation of nuclear actin polymerization that peaks at less than 2 min before returning to a basal state^35^. And, as noted above, knocking out nuclear β-actin, essentially decreasing any actin contribution to structure, leads to widespread changes in chromatin arrangement^7^. Our data complements and adds detail to the types of nuclear actin structure that can lead to changes in specific chromatin accessibility in both MSCs and NIH3T3 cells. The story certainly extends beyond the nucleus to cytoplasmic actin structure which apply force on the nucleus^50^ as well as many other modifiable structural proteins (e.g., microtubules) that connect and interact with the LINC complex and thus to static structural proteins inside the nucleus (e.g., lamins). As actin structure within the nucleus is dependent both on transport into the nucleus requiring cofilin and importin-9^5,51^, and can be enacted upon by an actin toolbox within the nucleus^52^, the dynamic control of nuclear actin level and structure is certain to be a central mechanism in modifying the epigenetic landscape and subsequent gene expression.

During differentiation, genes that orchestrate lineage^53^ or preserve stemness^54^ exchange positions between the periphery and the nucleoplasm. Such chromatin changes are largely irreversible leading to a general decrease in accessible chromatin as stem cells differentiate^21^. Accompanying these early changes in chromatin access due to actin modifiers, we found alterations in both facultative and constitutive heterochromatin marks. Inhibition of Arp2/3 causes the facultative H3K9me3 mark to decrease in pericentric locations during early adipogenesis. When such H3K9me3 relocation was limited by knock down of Arp4, adipogenesis was prevented. The significant effect on the geographical location of these marks, but not the total nuclear density of marks (Fig. 4) might imply that a stable phase separation that allows for compaction in pericentric locations^39^ was altered by preventing secondary actin formation. Methylated histone marks are generally associated with repressed chromatin, silencing lineage-inappropriate genes^37^, and key to maintaining stemness. Interestingly, it was during the switch from expected osteoblastogenic outcome into an alternative lineage where location changes in the constitutive H3K9me3 mark were seen; this might suggest that branched actin helps to retain epigenetic geographical stasis after differentiation pathways are selected. In turn, after addition of CytoD, distribution of the facultative H3K27me3 marks toward the central nucleus was associated with increased attainment of the osteogenic endpoint. These data support that actin remodeling alters the structural chromatin landscape modulating specific gene expression pathways.

Heterochromatin states in stem cells are affected by both F-actin generated forces on the nuclear surface and within the nucleus. Our data indicated that CK666 does not alter nuclear mechanics while H3K9me3 foci move to the periphery. This suggest that apical fibers and LINC complex connectivity throughout the cell remains intact in the presence of CK666 as release of LINC connectivity is known to reduce H3K9me3 peripheral enrichment^55^ and the location of H3K9me3 foci remain relatively unchanged under LINC disruption^56^. As such, the change in location of H3K9me3 marks due to reduction in branched actin likely depends on nuclear actin structure. CytoD on the other hand decreases nuclear stiffness presumably due to loss of apical F-actin fibers that interact with LINC connections.

To identify mechanisms by which loss of actin structure caused the H3K9me3 associated DNA to move from a central position to the inner nuclear membrane (Fig. 4), we considered that CK666 treatment increased the percentage of G-actin in the nucleus (Fig. 1). Arp4 is known to depolymerize actin filaments^25^, and appears to complex with monomeric actin^42^. We did not find any geographic differences in Arp4 during differentiation induced by actin modifying drugs, or in terminally differentiated cells (Supplementary Fig. 4): it is found throughout the nucleus, with a suggestion of greater content at the inner nuclear membrane. However, knock-down of Arp4, which leads to decreased compaction of chromatin in yeast^26^, not only prevented localization of H3K9me3 marks to the periphery of the nucleus due to CK666, but also entirely blocked lineage switching of MSC to adipogenesis. Interestingly, research has shown that HP1α, which has a role in H3K9me3 deposition and localization^25^, is also associated with Arp4^43^; thus it is possible that H3K9me3 location may depend on loss of HP1 associated heterochromatin domain stability^39^. The enormous instability induced by Arp4 knockdown is evidenced by unmasking of large portions of the genome was not accompanied by similar magnitude changes in gene expression (Fig. 7). Previously it was shown that knockdown of Arp4 did not change the machinery for actin import, and as well did not change expression of many genes^25^. Combined, this information would suggest that Arp4 has a direct role in allowing transcription and is perhaps key to the need for actin monomers for this process^3^.

In sum, inducing actin modifications within the nucleus forces the MSC out of the resting multipotential state, shutting down proliferation genes, and invoking adaptive responses leading to differentiation. CytoD induction of actin transport into the nucleus, where it can be operated on by the nuclear toolbox, significantly changes chromatin accessibility and expression by 24 h, but in a trajectory that is closer to the original state of the bone MSC, as a majority of these cells eventually attain the mature osteoblast state^5^. Preventing secondary actin branching alters the cell trajectory in the most extreme fashion tested here, switching the osteoprogenitor outcome of the MSC into the adipogenic lineage. Large changes in chromatin unwinding due to remodeling of the nuclear actin landscape may make available a selection of previously unavailable genes as the cell samples adaptive mechanisms to survive under stress. How actin modifiers change gene expression with input such as physical force, replication stress or cell adhesion, all which alter cellular actin remodeling, is a subject for future studies.

## Methods

### Materials

Fetal bovine serum was from Atlanta Biologicals (Atlanta, GA). Culture media, trypsin-EDTA reagent, antibiotics from Sigma-Aldrich (St. Louis, MO). Ibidi USA μ-Slide chamber (cat#: NC0515977) from Fisher (Hampton, NH).

### Cells and culture conditions

Mouse marrow-derived MSCs were harvested from six C57BL/6J murine bone marrow using a validated protocol, (UNC IACUC approved 23-204.0). NIH3T3 cells were from ATCC. Cells were maintained in minimal essential medium containing 10% FBS, 100 μg/mL penicillin/streptomycin. Adipogenic medium consisted of α-MEM supplemented with 10% FBS, 100 U/ml penicillin, 100 μg/ml streptomycin, 5 μg/ml insulin, 0.1 μM dexamethasone and 50 μM indomethacin. Osteogenic medium consisted of α-MEM supplemented with 10% FBS, 100 U/ml penicillin, 100 μg/ml streptomycin, 50 ng/ml vitamin C and 20 mM β-glycerophosphate.

### RNA Interference

Cells were transfected with siRNA (25–50 nM) in serum-free OptiMEM overnight before replacing the medium and adding reagents for cell treatment, using the Life Technology protocol for Lipofectamine RNAi MAX (cat #13778150). RNA interference studies were performed with siRNAs for Arp4: 5’-CCUCUGGCUGGAGACUUCAUUACCA; siCTL for arp4: 5’-CCUGGUCGGGACAUUACUUAUCCCA.

### Immunofluorescence Microscopy

For microscopy, cells were seeded in U-slide four-well chamber (ibidi, Gräfelfing, Germany; cat# 80426). Cells were fixed with 4% paraformaldehyde for 10 min, permeabilized in 0.1% Triton-X 100 for 5 min, and blocked with 5% donkey serum for 30 min. Three consecutive washes for 10 min with phosphate-buffered saline (PBS) were performed between each step. Incubation with primary antibodies at 37 °C for 1 h, which are anti-Lam A/C (Abcam; cat# ab26300), anti-Arp3 (Invitrogen, PA5118867), anti-Actl6A (Arp4) (Sigma; cat# SAB4503429-100UG), anti-Vinculin (Sigma; cat# V4505-.2 ML), anti-H3K9me3 Abcam; cat# ab176916, anti-H3K27me3 (Abcam; cat# ab6002). For evaluation of nuclear filaments, cells were transfected with the Nuclear Actin Chromobody-TagGFP plasmid (pnAC-TagGFP, Chromotech, code: acg-n) using Lipofectamine 3000 (cat# L3000, Life Technologies) and cultured at 37 ^o^C for 48 h prior to cell treatments. For all experiments a single cell per HPF was imaged, to include 6 cells from each condition. The selection of the cell was random, any from a field which was significantly changed by the addition of either CK666, CytoD (Supplementary Fig. 1a) and conditions with siRNA added.

Visualization of primary antibodies was performed with Rhodamine Red-conjugated anti-rabbit (cat# 711- 295-152), Cy5-conjugated Donkey Anti-Rabbit IgG (cat# 711-175-152), Alexa Fluor 488-conjugated Donkey Anti-Mouse IgG (cat# 715-545-151). These secondary antibodies were obtained from Jackson Immuno Research (West Grove, PA). Actin stress fibers were examined using Alexa Fluor 488-conjugated phalloidin (cat# A12379; Lifetechnologies), Nuclei were visualized by NucBlue reagent (Life Technologies; cat# R37605). After 3 consecutive 10-minute washes with PBS, the cells in chamber slides were covered with PBS. For 3D images, cells were examined using a model LSM 880 confocal microscope (Zeiss, Thornwood, NY).

### Real Time RT-PCR

Total RNA was isolated with the RNeasy plus mini kit (Qiagen; Germantown, MD). Reverse transcription of 1 μg of RNA in a total volume of 20 μl was performed with iScript cDNA Synthesis Kit (Bio-Rad) prior to real time PCR (iCycler; Bio-Rad, Hercules, CA). 25-μL amplification reactions contained primers (0.5 μM), dNTPs (0.2 mM each), 0.03 units Taq polymerase, and SYBR-green (Molecular Probes, Eugene, OR) at 1:150,000. Aliquots of cDNA were diluted 5 to 5000-fold to generate relative standard curves to which sample cDNA was compared. Alp forward primer: 5′-AACCCAGACACAAGCATTCC-3′ and reverse primer: 5′-GCCTTTGAGGTTTTTGGTCA-3′; Osx Forward primer: 5′-CCTCTCGACCCGACTGCAGATC-3′ and Reverse primer: 5’-AGCTGCAAGCTCTCTGTAACCATGAC-3′; aP2 forward primer: 5′-CATCAGCGTAAATGGGGATT-3′ and reverse primer: 5′-TCGACTTTCCATCCCACTTC-3′; Adiponectin Forward primer: 5′-GCA GAG ATG GCA CTC CTG GA-3’ and Reverse primer: 5′-CCC TTC AGC TCC TGT CAT TCC-3’; 18S forward primer: 5’-GAACGTCTGCCCTATCAACT-3’ and 18S reverse primer: 5’-CCAAGATCCAACTACGAGCT-3’. Standards and samples were run in triplicate. PCR products were normalized to 18 S amplicons in the RT sample, and standardized on a dilution curve from RT sample.

### Immunoblot analysis

Fractionated proteins were loaded onto a 7%–10% poly- acrylamide gel for chromatography and transferred to polyvinylidene difluoride membrane. After blocking, primary antibody was applied overnight at 4 °C including antibodies against H3K9me3 (cat# AB176916, Abcam), H3K27me3 (cat# ab6002, Abcam), ACTL6A (Arp4) (cat# SAB4503429, Sigma-Aldrich), ALBP (aP2) (cat# XG-6174, ProSci), Adiponectin (cat**#** PA1-054, Invitrogen), Tubulin (Cat# 91495, Abcam); Secondary antibody conjugated with horseradish peroxidase was detected with ECL plus chemiluminescence kit (Amersham Biosciences/GE Healthcare, Piscataway NJ). The images were acquired with an HP Scanjet and densitometry determined using NIH ImageJ, 1.37 v.

### Cell modulus

Cell modulus measurements were performed as in ref. ^4^. Briefly, force-displacement curves for intact MSC nuclei were acquired using a Bruker Dimension FastScan Bio AFM. MLCT-SPH-5um -DC-A probes were used to decrease variables in calculating moduli. MSCs were located using the AFM’s optical microscope and engaged on using a minimal force set point (1–3 nN) to ensure contact while minimizing applied force and resultant deformation prior to testing. Ramps were performed over the approximate center of each nucleus for all samples. After engaging on a selected nucleus to ensure probe/nucleus contact as described above, force curve ramping was performed at a rate of 2 µm/s over 2 µm total travel (1 µm approach, 1 µm retract). 5 replicate force-displacement curves with an indentation depth of at least ~500 nm were acquired and saved for each nucleus tested, with at least 3 s of rest between ramps. Cell modulus was determined using Hertz model and analyzed using Atomic J^57^.

### Nuclear G/F-Actin assay

To assay actin, 10^7^ cells per condition were collected for fractionation of nuclear proteins and assay using “G-actin/F-actin Assay Kit” (Cytoskeleton, Inc., Denver CO). As per instructions, 100 μl LAS2 buffer was added to nuclear pellets for homogenization through aspiration in a 25-G syringe; lysates were incubated at 37 °C for 10 min then centrifuged at 350 *g* for 5 min at RT. Supernatant, containing G-actin, was then collected after 100,000 *g* at 37 °C for 1 h. F-actin depolymerization buffer of 100 μl is added to the pellet to extract F-actin.

### IF Intensity measurement with ImageJ

Using “Analyze→ Set Measurements” to set parameters. Highlight the nuclear outside edge and select “Analyze →Measure” to measure immunofluorescence intensity (intensity for total nuclear area). Next, go “Edit→ Selection→ Enlarge” to shrink measurement area by choosing shrinking number and then measure intensity (intensity for central area). Subtract average intensity of total area from average intensity of central area = average intensity of nuclear periphery. Comparing average intensity of nuclear periphery to that of total area will be “Ratio of IF Mean Intensity of Nuc Periphery vs Total”.

### Alp assay

The cells were scraped into Alp lysis buffer (10 mM Tris-HCl, pH 8.0; 1 mM MgCl2; 0.5% Triton X-100 in PBS). The samples were sonicated for 5 min. The Alp activity was measured with Alkaline Phosphatase Assay Kit (cat# MAK447, Sigma).

### ATAC-seq and data analysis

ATAC DNA was prepared from 50,000 MSC cells using an ATAC-seq protocol (Omni-ATAC) and primers as used prior^58^ with transposase from llumina Kit (cat# 20034197). ATAC DNA quantity was measured by fluorometry (Qubit Q33266) and fragment size was confirmed on an Agilent TapeStation Agilent 5067-5584 (high sensitivity tape) and 5067-5585 (high sensitivity reagents).

Paired-end read data from each sample was processed using the PEPATAC pipeline^59^ using the bowtie2 aligner^60^ and the MACS2 peak caller^61^. Consensus peaks for each experimental condition consisted of the union set of peaks across replicates. Differentially accessible regions were determined using DESeq2^62^ using default parameters. Accessible regions with greater than a 2-fold change ( | log2FC | > 1) and an adjusted *p* < 0.01 were considered significant. PCA plots were generated with the pcaPlot function in DESeq2 using the top 1000 most variable regions after performing a variance stabilizing transformation using the vst function in DESeq2.

### RNA-seq and data analysis

Three distinct preparations for each culture condition were prepared for RNA-seq, which was sent to Novogene.

Paired-end reads were to the GRCm38 (mm10) genome assembly and quantified with Salmon v1.2.1^63^ using default parameters and with a recent version of GENCODE^62^ gene annotations (Release vM25). Differential expression analyses were performed using DESeq2^62^ using default parameters. Genes with greater than a 2-fold change ( | log2FC | > 1) and an adjusted *p* < 0.01 were considered significant. PCA plots were generated with the using the top 1000 most variable genes after performing a variance stabilizing transformation using the vst function in DESeq2.

### Statistical analysis

The results are expressed as means ± SEM. For comparisons, 1-way analysis of variance or *t* test (GraphPad Prism). Experiments were replicated at least twice to assure reproducibility. Densitometry data, where given, were compiled from at least 3 separate experiments as noted. AFM experiments were repeated 3 times. *P* < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-10

Reporting Summary

### Source data

Source data

## Data Availability

All ATAC-seq and RNA-seq data is available in the Gene Expression Omnibus (GEO) under accession GSE242945. Source data are provided with this paper.

# Supplementary material for: Nuclear actin structure regulates chromatin accessibility
**Source:** Nat Commun. 2024 May 15;15:4095. doi: 10.1038/s41467-024-48580-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Sen et al**

**Nuclear actin structure regulates chromatin accessibility**

**Supplemental Figures**

**Figure 1a/b:** Actin structure in cells

**Figure 2:** Osteogenesis and adipogenesis are modulated by actin.

**Figure 3:** Heatmaps of known adipogenic and osteogenic markers at 24 h.

**Figure 4a/b:** Actin structure is phenotypically distinguishable during differentiation.

**Figure 5:** Chromatin accessibility is altered by CK666 at 4 hours in bone marrow mesenchymal stem cells.

**Figure 6:** Chromatin accessibility is altered by CK666 at 4 hours in the NIH3T3 embryonic fibroblast cell line.

CTL

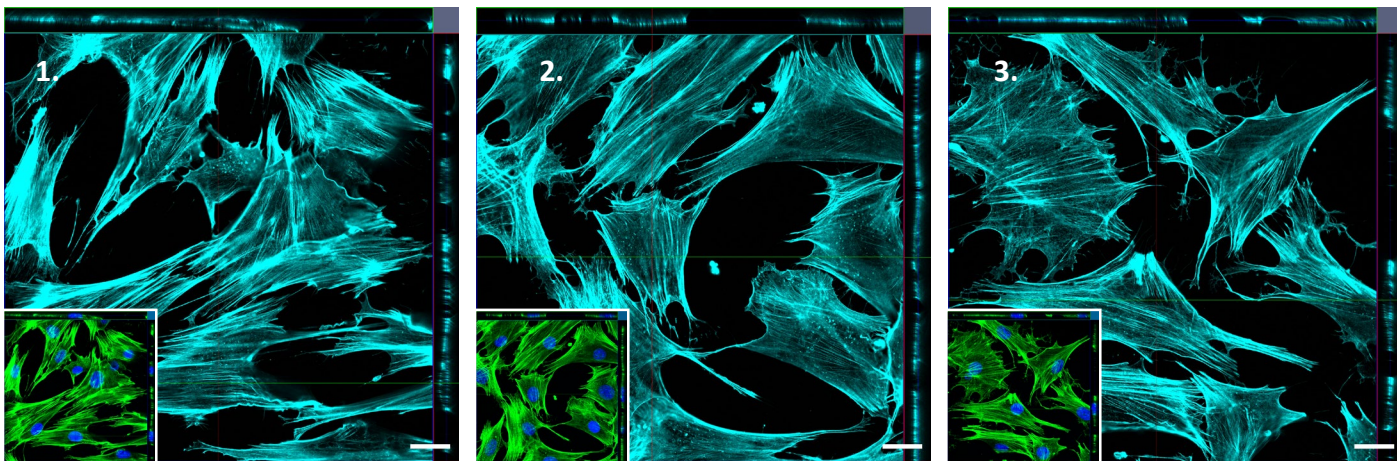

CK666

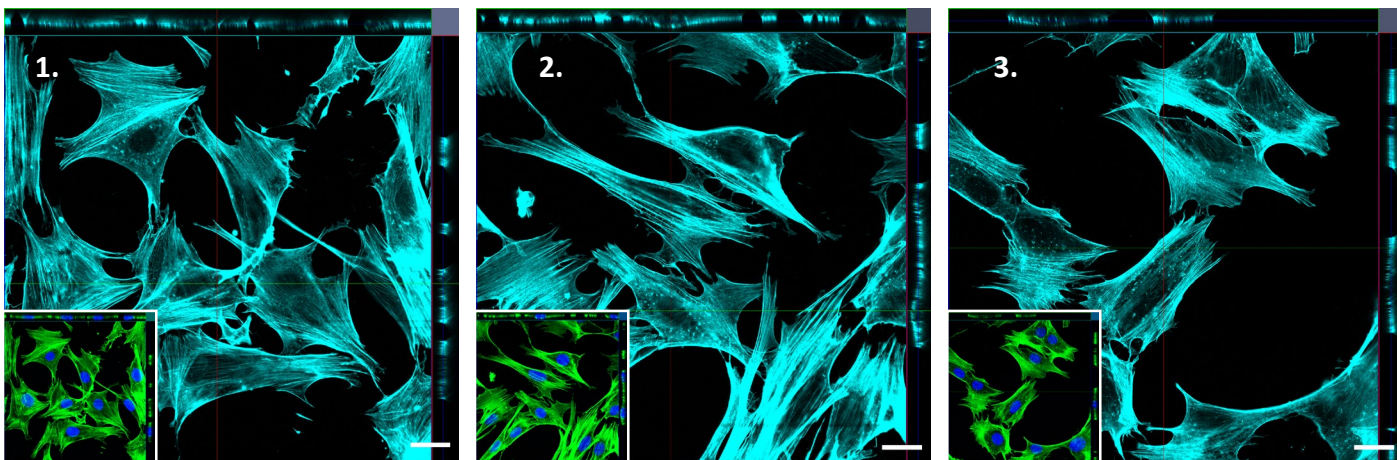

CytoD

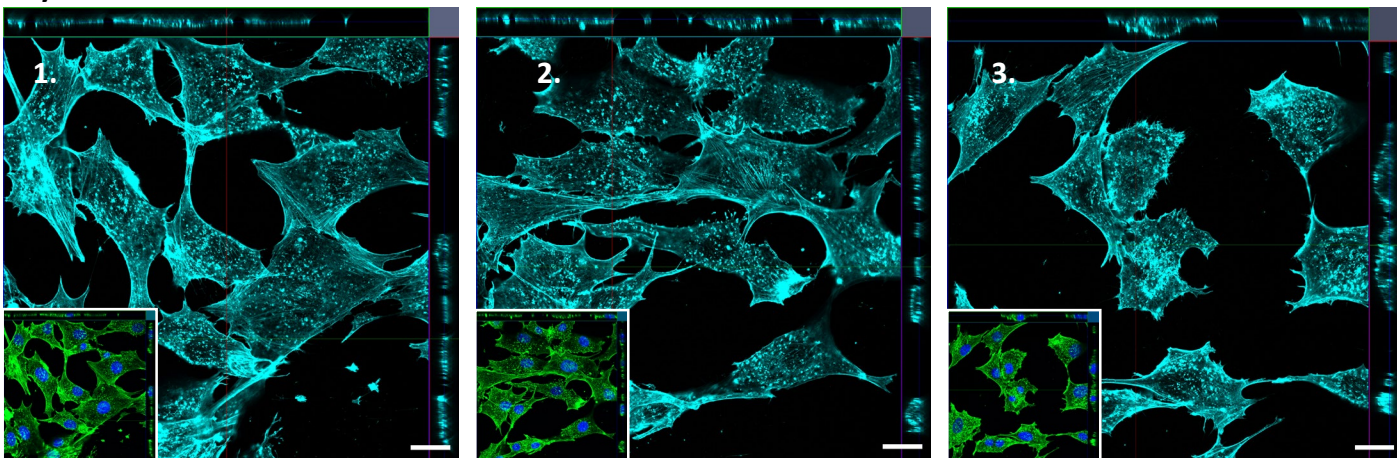

Scale Bar = 25 µm

**Supplementary Fig 1a.** Low power micrograph of cells treated with actin disrupting agents stained for F-actin (phalloidin) and nucleus (NucBlue) show phenotypically distinguishable cells between conditions. A single cell in each well is used for higher power resolution of nuclear structures.

### Control

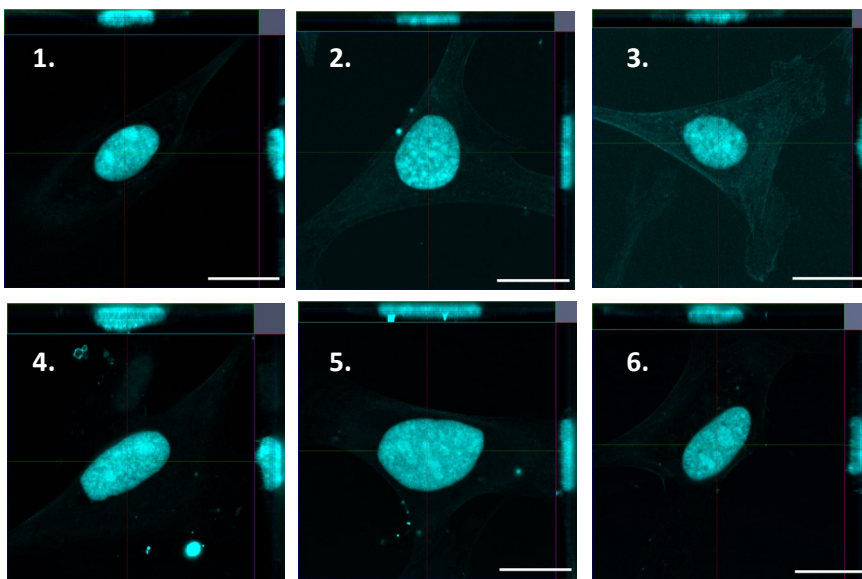

### CK666

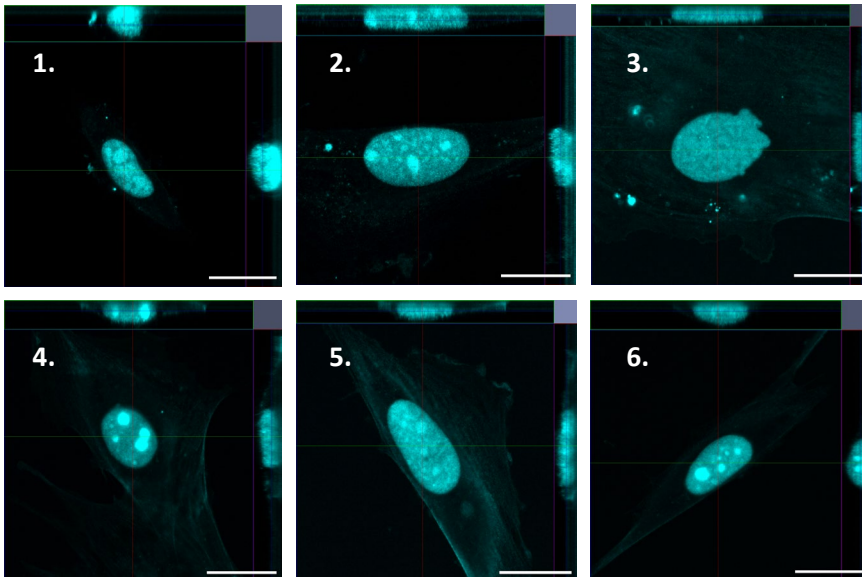

### CytoD

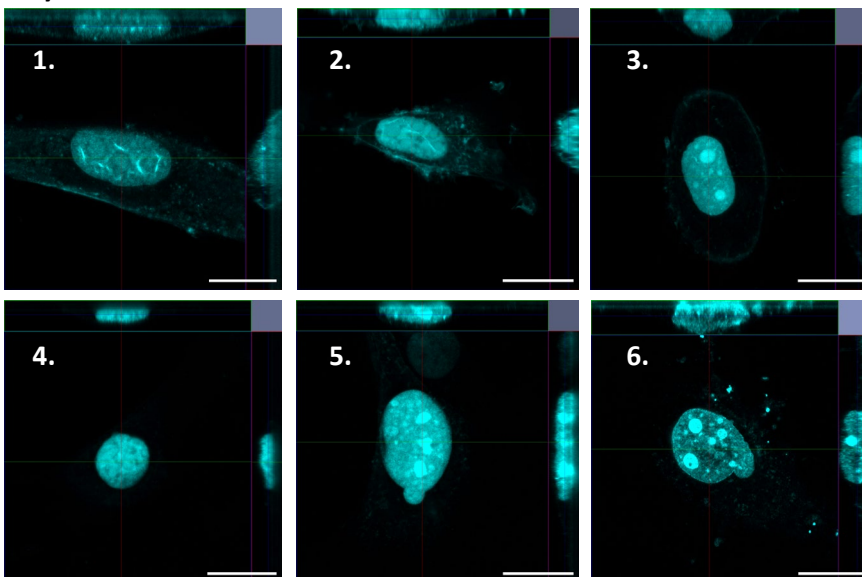

**Supplementary Fig 1b.** Confocal micrographs of nuclei after transfection with nuclear actin chromobody (control, +CK666, CytoD), 6 further examples.

a.

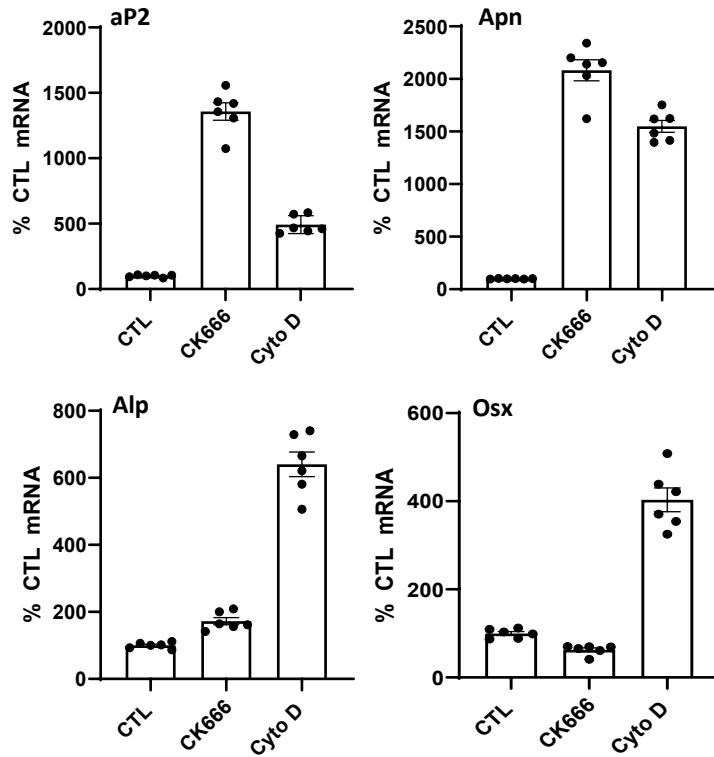

b.

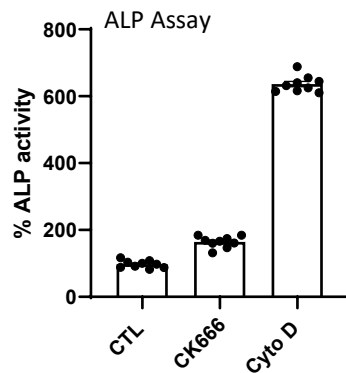

**Supplementary Fig 2.** Osteogenesis and adipogenesis are modulated by actin toolbox. Cultures were treated continuously with control, CK666 or CytoD for 3 days. (a) RT-PCR for adipogenic genes (aP2, adiponectin) or osteogenesis (Alkaline phosphatase, osterix) shows expected 3 days outcomes for disruptions of actin polymerization. (b) Alkaline phosphatase assay shows that CytoD treated cells generate alkaline phosphatase protein.

|            | Control |       |       |  | CK666 |       |       |  | CytoD |       |       |
|------------|---------|-------|-------|--|-------|-------|-------|--|-------|-------|-------|
| Adipogenic | 1       | 2     | 3     |  | 1     | 2     | 3     |  | 1     | 2     | 3     |
| Pparg      | -0.88   | -1.31 | -1.39 |  | 1.64  | 0.36  | 0.49  |  | 0.12  | 0.39  | 0.59  |
| Cd36       | -1.31   | -0.91 | -1.60 |  | 0.59  | 0.96  | 1.02  |  | 0.37  | 0.32  | 0.57  |
| Lipe       | -1.23   | -1.08 | -0.84 |  | -0.21 | -0.25 | -0.05 |  | 1.05  | 1.16  | 1.44  |
| Ascl1      | -0.33   | -0.33 | -0.33 |  | -0.33 | 2.67  | -0.33 |  | -0.33 | -0.33 | -0.33 |
| Adipoq     | -0.82   | -1.44 | -1.15 |  | 0.38  | 0.07  | -0.34 |  | 1.11  | 0.96  | 1.22  |
| Adhfe1     | -1.23   | -1.31 | -1.42 |  | 0.55  | 0.42  | 0.55  |  | 0.83  | 0.77  | 0.83  |
| Nfia       | -0.11   | -1.08 | 0.10  |  | -1.60 | -0.57 | -0.05 |  | 0.69  | 1.26  | 1.36  |
| Adipor2    | 0.56    | 0.60  | 0.97  |  | -2.36 | -0.29 | -0.53 |  | 0.54  | 0.18  | 0.33  |
| Cidec      | -0.83   | -1.30 | -0.88 |  | 1.68  | -0.27 | -0.51 |  | 0.38  | 0.80  | 0.94  |
| Plin1      | -1.02   | -1.21 | -1.61 |  | 0.53  | 0.75  | 0.17  |  | 0.81  | 0.50  | 1.07  |
| Cebpa      | -0.52   | -0.85 | -0.72 |  | -0.26 | -0.89 | -0.68 |  | 1.12  | 1.29  | 1.50  |
| Fabp4      | -1.37   | -1.16 | -1.24 |  | 1.31  | 0.03  | 0.43  |  | 0.60  | 0.55  | 0.83  |
| Osteogenic | 1       | 2     | 3     |  | 1     | 2     | 3     |  | 1     | 2     | 3     |
| Rgs2       | -0.71   | -0.43 | -0.65 |  | -0.57 | -0.88 | -0.72 |  | 1.31  | 1.27  | 1.39  |
| Nr4a3      | 0.64    | 1.54  | 0.73  |  | 0.07  | -0.78 | 0.01  |  | -2.00 | 0.05  | -0.27 |
| Prkaa2     | -0.74   | -0.48 | -1.09 |  | 0.69  | 1.64  | 1.43  |  | -0.19 | -0.64 | -0.63 |
| Dlx5       | -0.12   | 0.11  | 0.30  |  | -0.83 | -1.73 | -0.86 |  | 1.25  | 0.68  | 1.20  |
| Fgfr2      | -0.27   | -1.07 | -0.99 |  | -0.73 | -0.13 | -0.61 |  | 1.06  | 1.36  | 1.38  |
| Atoh8      | -0.45   | -0.79 | -0.93 |  | 0.58  | -1.13 | -0.78 |  | 1.05  | 1.22  | 1.22  |
| Runx2      | -0.14   | 0.88  | 0.72  |  | -2.51 | 0.42  | -0.11 |  | 0.29  | 0.35  | 0.09  |
| Ccno       | -0.36   | -0.96 | -1.48 |  | 0.76  | -0.76 | 0.08  |  | 0.65  | 1.75  | 0.33  |
| Slfn5      | -1.37   | -0.01 | -1.15 |  | -0.26 | 1.88  | -0.59 |  | 0.32  | 0.69  | 0.50  |
| Sp7        | -1.31   | -0.89 | -0.23 |  | -0.56 | 0.78  | -0.60 |  | 0.67  | 1.91  | 0.23  |
| Bglap      | -1.28   | -1.28 | -1.28 |  | 0.64  | 0.88  | 0.49  |  | 0.06  | 1.09  | 0.69  |

**Supplementary Fig 3.** Heatmaps of known adipogenic and osteogenic markers at 24 h. Shown are Z-scores of gene expression. For adipogenic genes, both CK666 and CytoD show increase at 24 h, which in the case of CK666 continues toward full expression at 72 h. For osteogenic genes, CytoD shows increase at 24 h, which continues.

## MEM

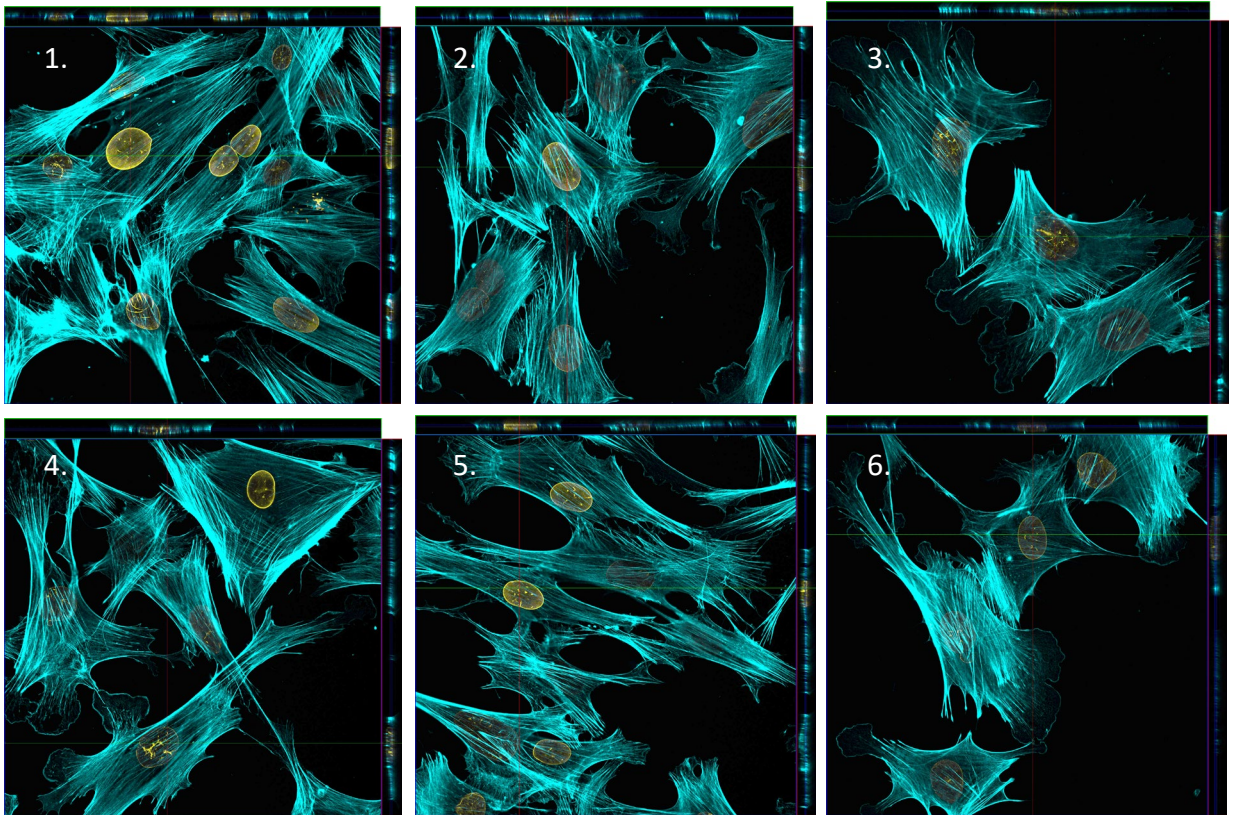

## Adipogenic media

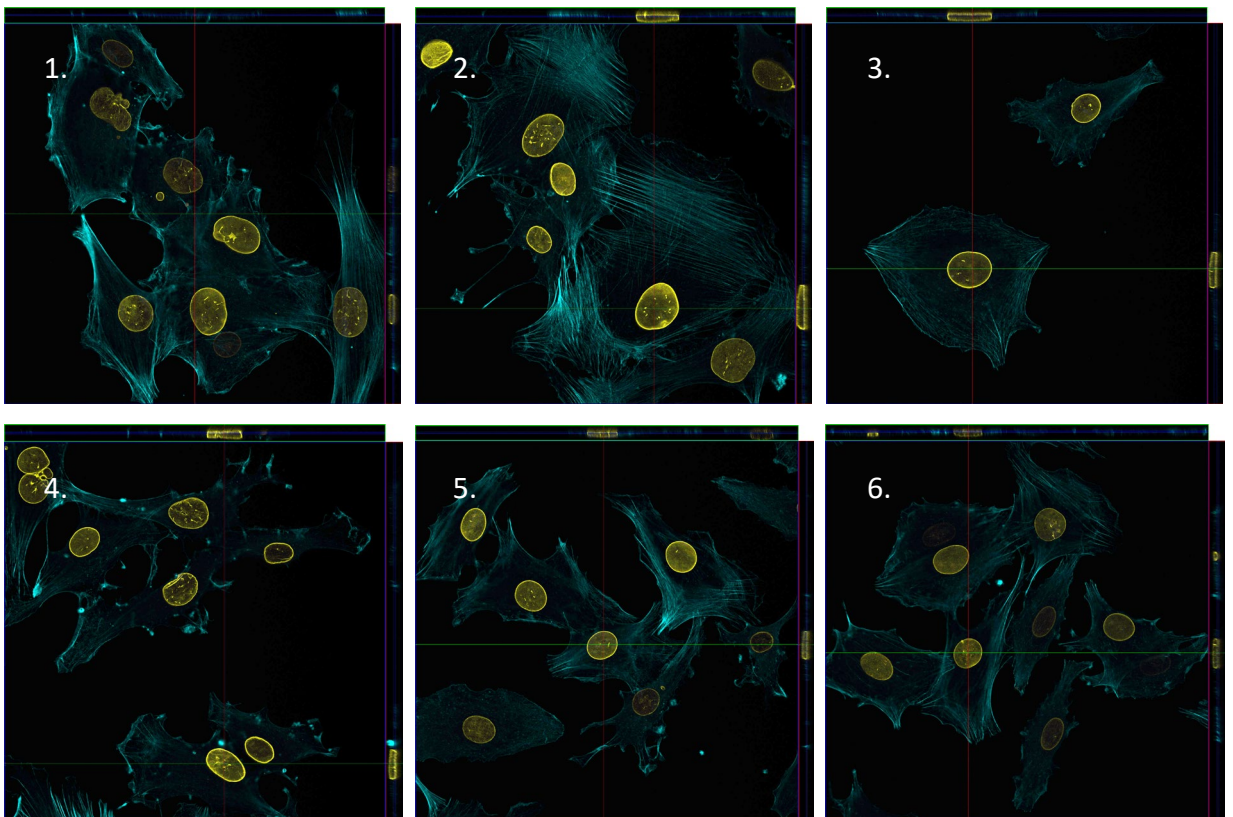

**Supplementary Fig 4a Confocal microscopy of F-actin and Arp4 comparing control (MEM) and cells treated with adipogenic differentiating medium.** Adipocytes show reduced F-actin structure compared to control cells. Arp4, restricted to the flat nucleus, is similarly enriched in both phenotypes at the inner nuclear membranes.

## MEM

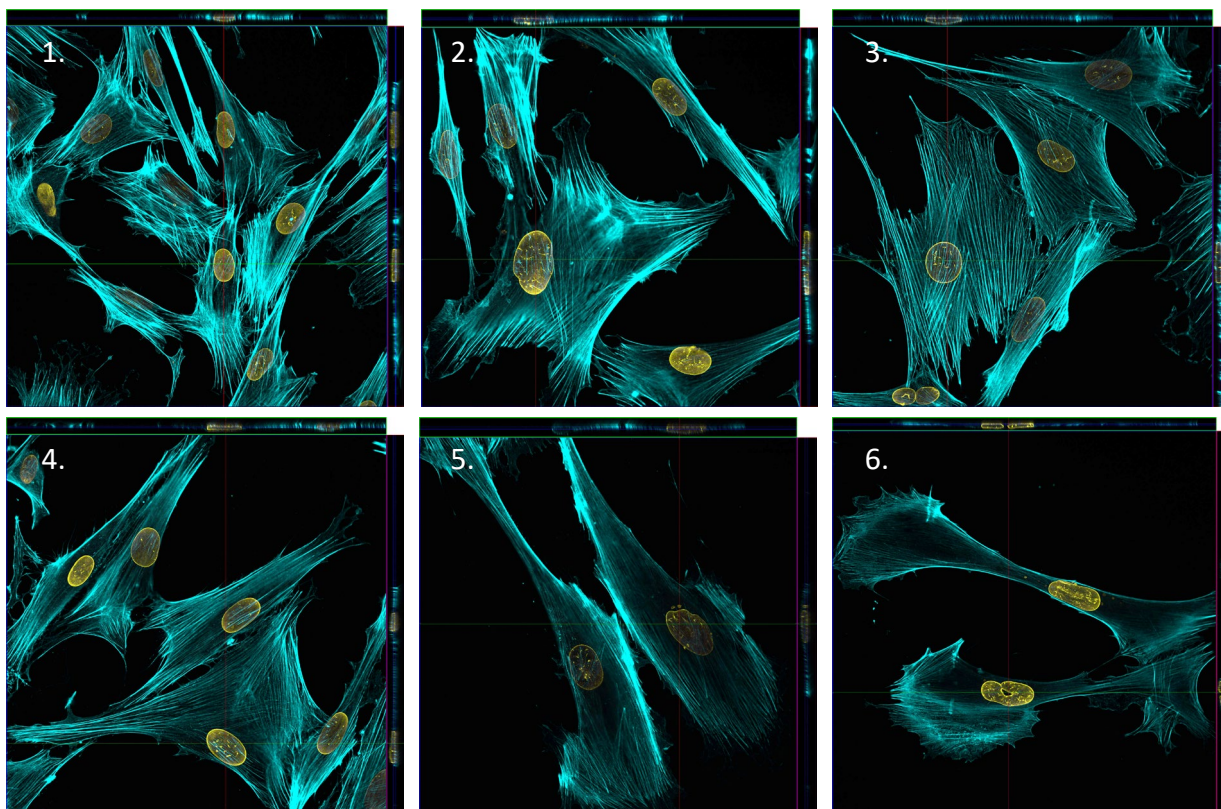

## Osteogenic medium

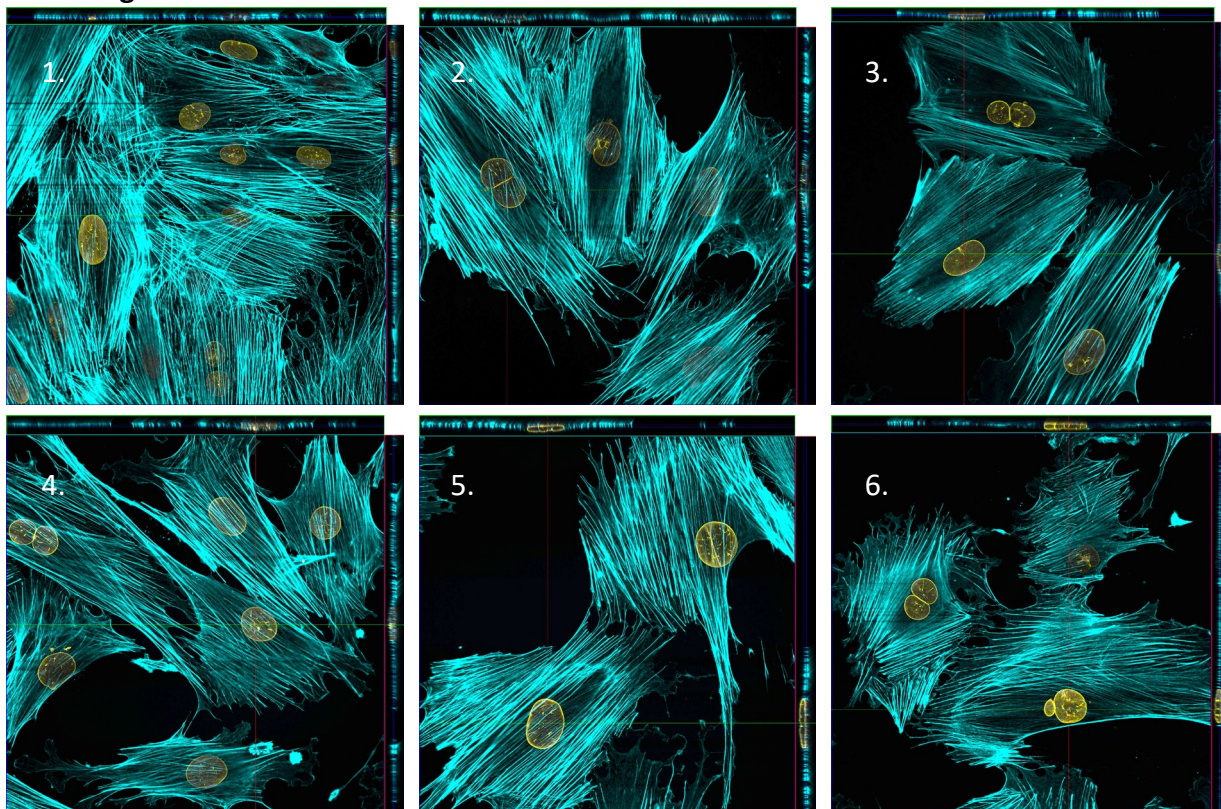

**Supplementary Fig 4b Confocal microscopy of F-actin and Arp4 comparing control (MEM) and cells treated with osteoblast differentiating medium.** Osteoblast cells have a highly developed F-actin structure extending extends throughout the cell, while nuclear actin is not appreciably different. Arp4 is similar between cell types.

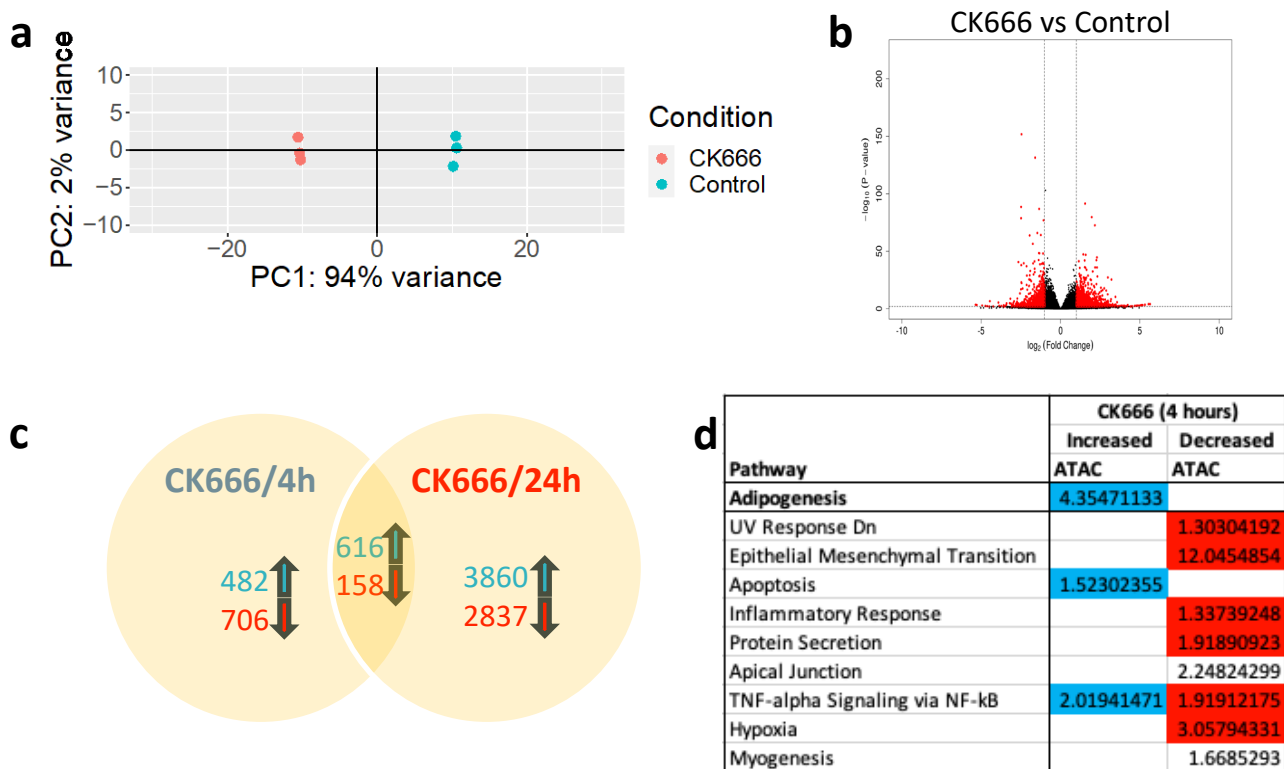

**Supplementary Figure 5: Chromatin accessibility altered by CK666 at 4 hours in bone marrow mesenchymal stem cells (MSCs).** (A) PCA shows CK666 (red) alters chromatin accessibility even at 4 hours when compared to the baseline control state (green). (B) Addition of CK666 results in slightly more regions with significantly ( $p$ -value  $< 0.01$ ) increased accessibility than regions with decreased accessibility. There are fewer significantly altered regions at 4 hours than at 24 hours (Figure 1B). (C) Many regions similarly show significant increases and decreases at 4 hours and 24 hours. (D) Pathways enriched at 4 hours highly overlap those enriched at 24 hours in the same directions (blue, red).

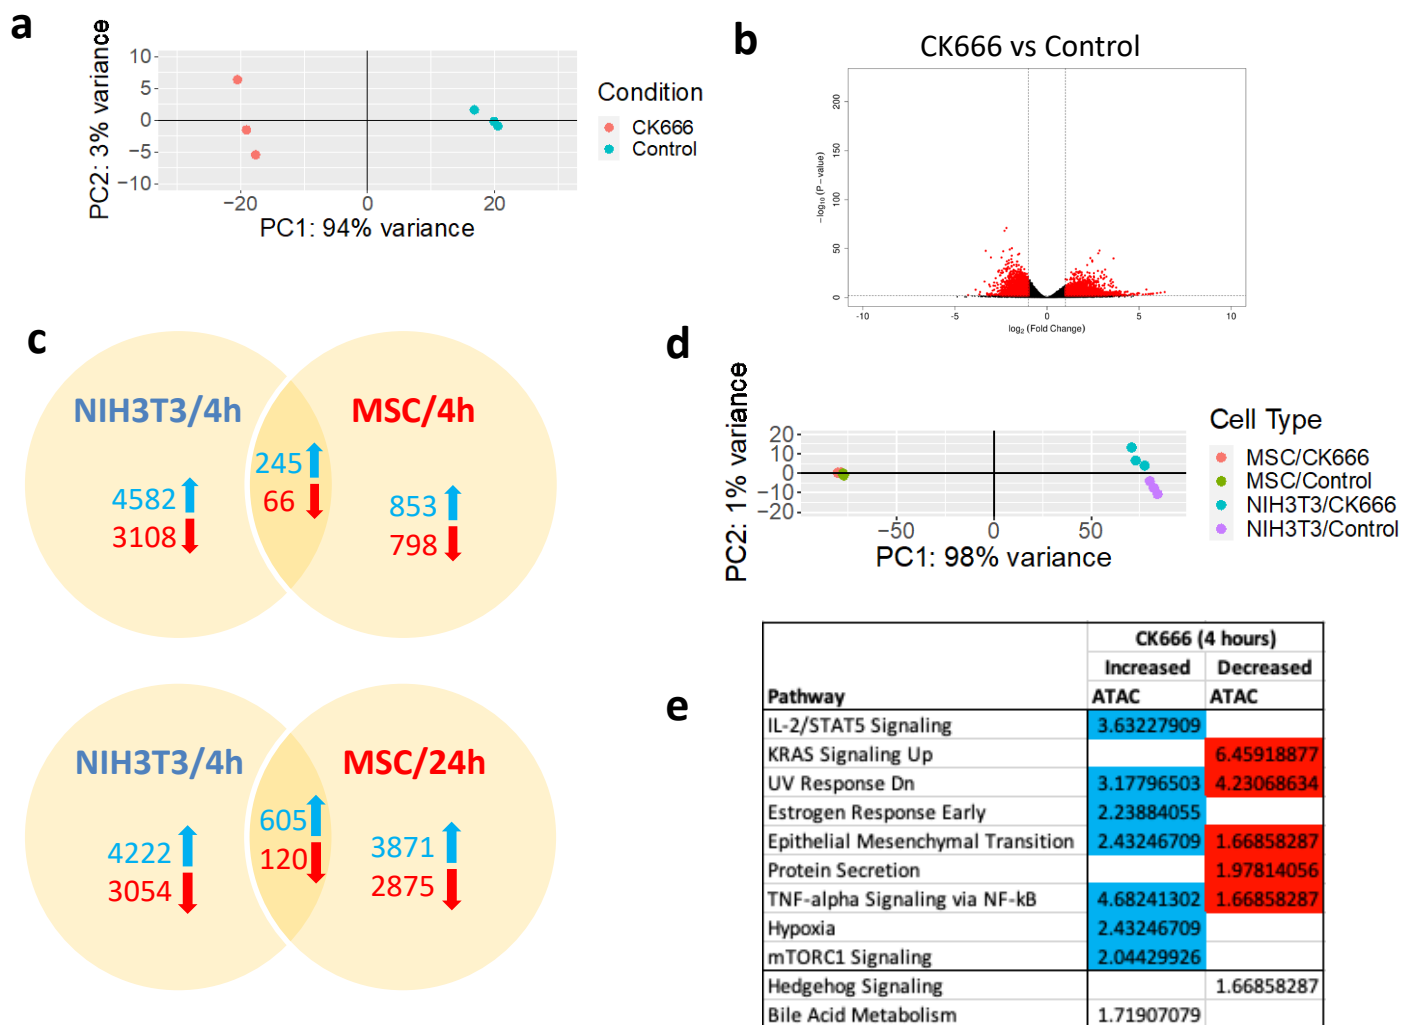

**Supplementary Figure 6: Chromatin accessibility altered by CK666 at 4 hours in the NIH3T3 embryonic fibroblast cell line.** (A) PCA shows CK666 (red) altered chromatin accessibility at 4 hours in NIH3T3 cells clearly separates samples when compared to the baseline control state (green). (B) Addition of CK666 results in more regions with significantly ( $p$ -value  $< 0.01$ ) altered accessibility compared to MSCs at 4 hours (Figure S4B). (C) Most regions with significant changes in chromatin accessibility in NIH3T3 cells at 4 hours are distinct from changes in MSCs at 4 hours and 24 hours. There is a greater percentage of overlap between MSCs at two distinct time points, 4 and 24 hours (Figure S4C). (D) PCA plot shows that the chromatin profiles of MSCs and NIH3T3 in the baseline controls are highly distinct, especially relative to the changes induced by CK666 at 4 hours in either cell type. (E) Pathways enriched at 4 hours still highly overlap those enriched for MSCs at 24 hours in the same directions (blue, red).

# Supplementary material for: Nuclear actin structure regulates chromatin accessibility
**Source:** Nat Commun. 2024 May 15;15:4095. doi: 10.1038/s41467-024-48580-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Regions of differential chromatin accessibility between MSC cells with CK666 added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 2

Description: Regions of differential chromatin accessibility between MSC cells with CytoD added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 3

Description: Differentially expressed genes between MSC cells with CK666 added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 4

Description: Differentially expressed genes between MSC cells with CytoD added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 5

Description: Regions of differential chromatin accessibility between MSC cells with siArp4 added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 6

Description: Regions of differential chromatin accessibility between MSC cells with siArp4 and CK666 added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 7

Description: Differentially expressed genes between MSC cells with siArp4 added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 8

Description: Differentially expressed genes between MSC cells with siArp4 and CK666 added vs control cells (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 9

Description: Regions of differential chromatin accessibility between MSC cells with CK666 added vs control cells, 4 hour time point (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

File Name: Supplementary Data 10

Description: Regions of differential chromatin accessibility between NIH3T3 cells with CK666 added vs control cells, 4 hour time point (DESeq2 using Wald Test; adjusted p-values calculated using the Benjamini-Hochberg correction).

# Supplementary material for: Nuclear actin structure regulates chromatin accessibility
**Source:** Nat Commun. 2024 May 15;15:4095. doi: 10.1038/s41467-024-48580-y

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal images were collected for analysis using ZEN black edition.                                                                                                 |
| Data analysis   | For statistical analysis, GraphPad Prism v9 was used. Image J was used in image analysis. For PCA analysis, pcaPlot and DESeq2 were used. No custom codes were used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data in the

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

GSE242945 accession codes are provided with final submission. Specific small ATAC-seq and RNAseq sets are included as Supplementary Tables.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Human data is not used in this work.

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample size was selected to achieve significance, with repeats.

Data exclusions There was no data exclusion in experiments shown.

Replication Key experiments were replicated at least 3x.

Randomization A primary cell line made in the lab was used for all studies, did not require randomization

Blinding Microscope selections were blinded during measurements, no other blinding necessary.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing

Data exclusions

Non-participation

Randomization

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                      |
|--------------------------|----------------------|
| Study description        | <input type="text"/> |
| Research sample          | <input type="text"/> |
| Sampling strategy        | <input type="text"/> |
| Data collection          | <input type="text"/> |
| Timing and spatial scale | <input type="text"/> |
| Data exclusions          | <input type="text"/> |
| Reproducibility          | <input type="text"/> |
| Randomization            | <input type="text"/> |
| Blinding                 | <input type="text"/> |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                      |
|------------------------|----------------------|
| Field conditions       | <input type="text"/> |
| Location               | <input type="text"/> |
| Access & import/export | <input type="text"/> |
| Disturbance            | <input type="text"/> |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | See list below, which is available in detail along with dilutions used in the Source data file under AB tab.                                                      |
| Validation      | All Ab used as per manufacturer recommendations on their websites associated with catalogue numbers, and validated on blots and histology with negative controls. |

Lam A/C (Abcam; cat# ab26300), Arp3 (Invitrogen, cat# PA5118867), Actl6A (Arp4) (Sigma; cat# SAB4503429-100UG), Vinculin (Sigma; cat# V4505), H3K9me3 (Abcam; cat# ab176916), H3K27me3 (Abcam; cat# ab6002), Rhodamine Red-conjugated anti-rabbit (cat# 711- 295-152, Jackson Immuno Research), Cy5-conjugated Donkey Anti-Rabbit IgG (cat# 711-175-152, Jackson Immuno Research), Alexa Fluor 488-conjugated Donkey Anti-Mouse IgG (cat# 715-545-151, Jackson Immuno Research) Alexa Fluor 488-conjugated phalloidin (cat# A12379; Lifetechnologies), ALBP (aP2) (ProSci, cat# XG-6174), Adiponectin (Invitrogen, cat# PA1-054), Tubulin (Abcam, cat# 91495). Secondary antibody conjugated with horseradish peroxidase (Amersham Biosciences/GE Healthcare).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                    |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Primary MSC made from male C57BL/6 mice marrow extraction in our lab, UNC IACUC approved 23-204.0. |
| Authentication                                                       | See our publication: PMID: 20872592                                                                |
| Mycoplasma contamination                                             | The primary line was not tested for mycoplasma, NIH3T3 was used directly from ATCC.                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell line was used in this study.                                        |

## Palaeontology and Archaeology

|                                                                                                                                                 |  |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Specimen provenance                                                                                                                             |  |
| Specimen deposition                                                                                                                             |  |
| Dating methods                                                                                                                                  |  |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |  |
| Ethics oversight                                                                                                                                |  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 6xC57BL/6 male mice were sacrificed to make the primary cell line, IACUC noted in ms. No live animal expts are included. |
| Wild animals            | No wild animals were used.                                                                                               |
| Reporting on sex        | Sex was not relevant to the cellular studies.                                                                            |
| Field-collected samples |                                                                                                                          |
| Ethics oversight        |                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |  |
|-----------------------------|--|
| Clinical trial registration |  |
| Study protocol              |  |
| Data collection             |  |
| Outcomes                    |  |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No | Yes

- ☒ Public health
- ☒ National security
- ☒ Crops and/or livestock
- ☒ Ecosystems
- ☒ Any other significant area

## Experiments of concern

Does the work involve any of these experiments of concern:

No | Yes

- ☒ Demonstrate how to render a vaccine ineffective
- ☒ Confer resistance to therapeutically useful antibiotics or antiviral agents
- ☒ Enhance the virulence of a pathogen or render a nonpathogen virulent
- ☒ Increase transmissibility of a pathogen
- ☒ Alter the host range of a pathogen
- ☒ Enable evasion of diagnostic/detection modalities
- ☒ Enable the weaponization of a biological agent or toxin
- ☒ Any other potentially harmful combination of experiments and agents

## Plants

Seed stocks

Novel plant genotypes

Authentication

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

ChIP-seq was not performed in this study.

Files in database submission

Genome browser session  
(e.g. [UCSC](#))

### Methodology

Replicates

Sequencing depth

Antibodies

Peak calling parameters

Data quality

Software

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation
- Instrument
- Software
- Cell population abundance
- Gating strategy
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type
- Design specifications
- Behavioral performance measures
- Imaging type(s)
- Field strength
- Sequence & imaging parameters
- Area of acquisition
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software
- Normalization
- Normalization template
- Noise and artifact removal
- Volume censoring

### Statistical modeling & inference

- Model type and settings
- Effect(s) tested
- Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

## Models & analysis

n/a | Involved in the study

☐

Functional and/or effective connectivity

☐

Graph analysis

☐

Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

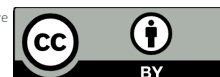

**Supplement:** Supplementary file 5 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

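The data were 30 ATAC-seq libraries in 10 groups of 3: MSCs 24 h after no treatment, CK666 or CytoD, MSCs transfected with control siRNA, with siRNA against Arp4 (siArp4) or with siArp4 and CK666, and MSCs and NIH 3T3 cells 4 h after no treatment or CK666. Each sample's condition and replicate number came from its label and the paper, which did not contradict each other. The methods give 50000 cells per library for MSCs, the Omni-ATAC protocol and paired-end reads.

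The authors processed the reads with PEPATAC, aligned them with bowtie2, called peaks with MACS2, and took the union of peaks across replicates as consensus regions. They deposited the read counts per region and library as 2 tables, without normalization, 1 for the 24 h and siRNA libraries with 305931 lines and 1 for the 4 h libraries with 369846 lines. Read filtering, the shift for transposase insertion and the merging of peaks are already included in these counts, and their settings, the versions of the tools and the genome build are not given in the sources used here. For this reason the effect of peak calling on the results was not analysed here. The paper states GRCm38 for its RNA-seq. Since no region of either table runs past a GRCm38 chromosome end, and 60.7% of GENCODE vM21 TSSs in the 24 h table and 59.7% in the 4 h table lie in a region (15.7% and 14.9% after a shift of 20000 bp), GRCm38 was used for positions, gene annotation and GC content. Only TSSs of protein-coding transcripts were used, in these shares and elsewhere. A region that contains no TSS was assigned to the nearest TSS by distance, within 50 kb for gene lists.

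The counts of the 9 siRNA libraries were found not to follow the region names of their table, as their rank correlations with all other libraries at matched positions were near 0. These libraries were therefore compared with each other line by line, without positions, genes or GC content. A pair of planned tests that join them with untransfected libraries was not run, namely the effect of CK666 with against without Arp4 knockdown and siRNA control against untransfected control, nor was the removal of a GC trend in these libraries, and no region of theirs is named.

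Counts were analysed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and tables with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and bedtools 2.31.1. In each comparison edgeR's default filter on low counts was applied to the groups of the fit, libraries were normalized by TMM, and regions were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A region was called at an adjusted p under 0.01 and a log2 fold change beyond 1 in either direction, the limits of the paper's methods. The 9 libraries of the 24 h experiment were fitted together, as were the 9 siRNA libraries, since the published base means of the same regions are equal in Supplementary Data 1 and 2, while the 6 MSC and the 6 NIH 3T3 libraries at 4 h were fitted alone, and all 12 together for the interaction of cell type and CK666. TMM and the other scalings, apart from total counts, take most regions as unchanged, so a change of accessibility over the whole genome would be scaled away. Scaling by total counts makes the library totals equal, so a change of the same size at every region would not be seen there either. PCA used the 1000 most variable regions after DESeq2's variance stabilizing transformation, and the distance between group means and the replicate spread were taken on PC1 and PC2.

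Regions of the same table were called shared when the same line changed in the same direction, and regions of the 2 tables when they overlapped by at least 1 bp. The overlap that chance gives was taken from regions with similar counts. Where 2 comparisons share their control libraries, unchanged groups were simulated against those controls in 3 draws. For gene lists, the number of genes with a called region was compared with 10000 random lists matched on the number of tested regions (one-sided), with Benjamini-Hochberg adjustment over 24 tests. The lists were the 12 adipogenic and 11 osteogenic genes of Supplementary Fig. 3 and 97 cell cycle genes of the Seurat package. The paper's over-representation analysis was not repeated. The copies of Supplementary Data 1 and 2 used here are shortened, so that no overlap was computed with them.

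Regions named in the text were chosen by a rule set before the counts were seen. They are, for each comparison with positions, the 2 called regions with the largest gain and the 2 with the largest loss among those with a mean of at least 50 normalized counts and no overlap between groups, the first 3 regions of Supplementary Data 1 and of Supplementary Data 2, whose published values were seen, and tested regions that contain the TSS of Actl6a, Pparg, Cebpa, Fabp4, Adipoq, Alpl, Sp7, Runx2 or Bglap. For these genes the TSS was the start of the annotated gene, and starts of other transcripts were not read. A tested region at the TSS was lacking for Actl6a in the MSC fits, for Adipoq and Alpl in NIH 3T3 cells, and for Bglap at 4 h. Bglap has near-identical neighbouring copies, and reads may be shared between them, so its values are uncertain.

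Each test was checked on simulated counts, with the means and library sizes of the real libraries and 200 regions with a mean of at least 20 counts given a log2 fold change of 2, so the recovery holds for such regions only. The quasi-likelihood test called 171 of them at 24 h, 179 in the siRNA libraries, 177 in MSCs at 4 h, 169 in NIH 3T3 cells and 147 for the interaction, with median estimates from 1.98 to 2.04 and at most 3 false calls. DESeq2 called 161, 166, 166 and 153 of them in the single comparisons. Depth differed between experiments, with group medians of total counts from 9745575 in control siRNA libraries to 32059547 in CK666-treated MSCs at 4 h. Replicates of a group had rank correlations between 0.834 and 0.93 across regions with a mean of at least 20 counts and differed by more than the sampling noise in each of the 30 pairs, with a chi-square of 1.97 to 2.87 per region, so no library was counted as a copy of another.

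The alternatives tried were DESeq2 at default parameters, edgeR with DESeq2's size factors (RLE), upper quartile scaling, total counts only, removal of each library's trend with abundance or with GC content, no filter on low counts, a filter at a mean of 50 counts, only the 6 libraries compared, the replicate number as a block, each library left out in turn, a fold limit inside the test, a log10 fold change over 2, a reciprocal overlap of 50%, 500 or 5000 regions or log2 counts scaled to library size (CPM) with a prior count of 2 in the PCA, and a TSS within 5 kb. Other splits of the libraries into groups of 3 were counted for each comparison.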

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

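In this part, the test of regions open in both cell types was chosen only after the result was seen, as was the use of the fits without the shallow library and with the GC trend removed as tests of this pattern, though those fits were planned. The count of other splits was planned.

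The effect of CK666 at 4 h differed between NIH 3T3 cells and MSCs by a test of the difference itself, the interaction of cell type and CK666 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The effect, a log2 fold change taken with its sign, was higher in NIH 3T3 cells at 1837 regions and higher in MSCs at 3339 regions, of 368794 tested. A higher effect is thus not a larger change, since a fall in NIH 3T3 cells alone counts as higher in MSCs. Of the regions called in the interaction, 2558 were called in NIH 3T3 cells and not in MSCs, and 351 the other way. With 100 seeded splits of the libraries on 20000 regions, 1 split, the real one, gave as many calls (283, against 0 to 237 in the others), so a chance split of the libraries can be excluded for the number of calls. These splits also break up the effect of CK666 within each cell type, so they do not test whether the effects are equal, and another split came as close as 237. Regions that are hardly open in either cell type are not the whole cause, since 83.4% of the called regions had a mean of at least 20 normalized counts in both, with 1325 of these higher in NIH 3T3 cells and 2990 higher in MSCs. The shallowest library, NIH 3T3 CK666 replicate 1, is not the cause either, since 4912 regions were called without it. GC content bias is argued against by 5659 calls with the GC trend removed.

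What stays open is the scaling between the 2 cell types and the part of regions with low counts. The stretches of 5 Mb that moved together in NIH 3T3 cells, described under Other observations, also stay open. Their part in the calls of the interaction was not tested. The total of calls changed little, but the direction with more calls changed from MSCs to NIH 3T3 cells with total counts only, where 2728 regions had the higher effect in NIH 3T3 cells and 2342 in MSCs, so the excess of regions with a higher effect in MSCs may rest on the normalization. The excess was also absent when regions with a mean under 50 counts were left out of the fit, with 2524 higher in NIH 3T3 cells and 2541 higher in MSCs. Single libraries also moved the counts by over 1.5 times. The 3339 regions rose to 5125 without NIH 3T3 CK666 replicate 2, and the 1837 fell to 1222 and 1202 without MSC control replicates 1 and 2, to 1195 without MSC CK666 replicate 3 and to 1049 without NIH 3T3 CK666 replicate 3. A difference in how the 2 cell types respond also remains, untested beyond these counts.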

How the results depend on the processing

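All alternatives below were chosen before the data were examined, and none was added afterwards. Over these alternatives and the libraries left out in turn, 289 of 360 counts of called regions stayed within 1.5 times their reported value, as did 206 of 240 counts of shared regions, 831 of 868 values of named regions kept their direction and side of the limits, and 431 of 432 gene list tests kept their side of an adjusted p of 0.05. Of 195 PCA values, 91 moved by less than the replicate spread, for distances, or the SD over the libraries left out, for shares of PC1. No region was called in opposite directions by the reported fit and by DESeq2 or any scaling. Under DESeq2, 7340 of the 8825 regions called for CK666 at 24 h were called again (83.2%), 5918 of 7151 for CytoD (82.8%) and 12295 of 13594 for siArp4 (90.4%).

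Both stricter fold limits called fewer regions by construction. With the fold limit inside the test, increased and decreased regions numbered 1142 and 158 for CK666 at 24 h, 51 and 94 for CytoD, 975 and 174 for CK666 against CytoD, 3083 and 284 for siArp4, 2541 and 361 for siArp4 with CK666, 8 and 8 for the latter against siArp4, 68 and 42 for MSCs at 4 h, 255 and 208 for NIH 3T3 cells, and 16 and 32 for the interaction. Shared regions were then 5 and 16 for CK666 and CytoD, 1859 and 159 for the knockdown groups, 56 and 4 for MSCs at 4 h and 24 h, 18 and 0 for NIH 3T3 cells and MSCs at 4 h, and 79 and 0 for NIH 3T3 cells at 4 h and MSCs at 24 h. With a log10 fold change over 2, edgeR's test left 3 increased regions for CK666 at 24 h, 1 for NIH 3T3 cells and 8 for the interaction, and 0 in every other comparison, direction and overlap, while an unadjusted p under 0.05 was found at 62273 regions for CK666 and 67771 for CytoD at 24 h, 71061 for CK666 against CytoD, 49557 for siArp4, 44408 for siArp4 with CK666, 24314 for the latter against siArp4, 58588 for MSCs at 4 h, 88198 for NIH 3T3 cells and 65667 for the interaction. DESeq2 was not run with this fold limit.

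Leaving out regions with a mean under 50 counts tests fewer regions, and left 2032 increased and 1771 decreased for CK666 at 24 h, 1520 and 1525 for CytoD, 2134 and 2195 for CK666 against CytoD, 3580 and 1994 for siArp4, 3677 and 2014 for siArp4 with CK666, 294 and 295 for the latter against siArp4, 788 and 527 for MSCs at 4 h, and 1990 and 1942 for NIH 3T3 cells. Shared regions were then 315 and 370 for CK666 and CytoD, 2697 increased for the knockdown groups, 382 and 72 for MSCs at 4 h and 24 h, 134 and 30 for NIH 3T3 cells and MSCs at 4 h, and 257 and 37 for NIH 3T3 cells and MSCs at 24 h. The excess of increased regions for CK666 at 24 h narrowed there, and increased and decreased regions came out nearly equal for CytoD, for siArp4 with CK666 against siArp4 and for the interaction, while for CK666 against CytoD the larger group changed. The cause was not tested.

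Under DESeq2, counts beyond 1.5 times were 2060 decreased regions for siArp4, 1098 increased and 864 decreased for MSCs at 4 h, 3174 increased for NIH 3T3 cells, and 245 increased regions shared between NIH 3T3 cells and MSCs at 4 h. With total counts only they were 5649 decreased for siArp4, 3514 decreased for NIH 3T3 cells, 2603 decreased regions shared between the knockdown groups, and 54 decreased regions shared between NIH 3T3 cells and MSCs at 4 h. With the abundance trend removed, 2452 decreased regions were shared between the knockdown groups. The cause of these shifts was not tested, but total counts also moved the median log2 fold change of all regions, by -0.204 for siArp4, -0.149 for siArp4 with CK666, 0.11 for NIH 3T3 cells and 0.105 for the interaction, and the calls under that scaling are relative to these shifts. The direction with more regions reversed with total counts for CytoD, and for NIH 3T3 cells it was decreased under DESeq2 and the GC trend removed (5436 increased and 6368 decreased) and with no filter (5627 and 6002), as well as in each of the 6 fits without a library (from 5115 and 5238 without CK666 replicate 1 to 3528 and 5065 without CK666 replicate 3).

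With each library left out in turn, fewer libraries lowered most counts. Decreased regions for siArp4 lay between 1951 and 2795, with 1951 without control siRNA replicate 1 and 2014 without replicate 2. Increased regions for siArp4 with CK666 against siArp4 lay between 214 and 326, with 214, 218 and 245 without replicates 1, 2 and 3 of siArp4 with CK666 and 234 without siArp4 replicate 3. For NIH 3T3 cells they lay between 3446 and 5883, the lowest 3 without control replicates 3 and 1 and CK666 replicate 3. For the interaction, regions with a higher effect in NIH 3T3 cells lay between 1049 and 1686 and those with a higher effect in MSCs between 2463 and 5125, the libraries being those named for this test above. Decreased regions shared by the knockdown groups lay between 1038 and 1259, with 1038 without control siRNA replicate 1.

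PC1 held less variance with 5000 regions, at 65.3% for the 24 h experiment, 79.3% for the siRNA libraries, 82.4% for MSCs at 4 h, 84.0% for NIH 3T3 cells and 96.3% for both cell types, and with log2 CPM, at 64.8%, 70.15%, 36.2% and 57.65% for the first 4. With 500 regions it held 94.3% for the siRNA libraries and 95.8% for MSCs at 4 h. With a library left out, it lay between 72.4% and 88.2% at 24 h (72.4%, 75.4% and 75.4% without the CK666 replicates 1, 2 and 3), 90% and 93.6% with siRNA, 92.2% and 94.9% for MSCs at 4 h, 87.7% and 96.0% for NIH 3T3 cells, and 95.7% and 97.4% for both cell types. The cause was not tested. In every setting CK666 lay farther from control than CytoD.

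Named regions that changed sign were all uncalled and close to 0. At the TSS of Fabp4 the log2 fold change with CK666 at 24 h was 0.0098, and became -0.0089 with DESeq2, -0.016 with upper quartile scaling, -0.0136 with the GC trend removed, -0.0102 with RLE, -0.0174 with no filter and -0.0029 with the 6 libraries alone, and lay between -0.0692 and 0.0737 with a library left out. At that of Actl6a in NIH 3T3 cells it was -0.0135, and became 0.0998 with total counts, 0.0387 with upper quartile scaling and 0.0168 with the GC trend removed, and lay between -0.1885 and 0.1842. At that of Cebpa it was -0.1443 with CytoD and 0.0047 with the abundance trend removed. With a library left out it lay between -0.6259 and 0.6438 at Alpl with CytoD, -0.1244 and 0.2883 at Alpl in MSCs at 4 h, -0.0739 and 0.5774 at Sp7 with CK666 at 24 h, -0.3187 and 0.1316 at Sp7 in MSCs at 4 h, and -0.1239 and 0.4594 at Bglap with CytoD. The call at the TSS of Adipoq with CytoD was lost without control replicate 1 or 3 or CytoD replicate 2, and that of Bglap with CK666 at 24 h without control replicate 2 or 3 or CK666 replicate 1 or 2. At Cebpa in NIH 3T3 cells a filter at a mean of 50 counts gave a call, at 1.02. With regions assigned to a TSS within 5 kb, 4 adipogenic genes had an increased region with CytoD.

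The replicate numbers did not pair the samples. Deviations from the group means correlated between -0.06 and 0.029 over the 24 pairs with the same number and between -0.052 and 0.047 over the 48 pairs with different numbers. With the replicate number as a block, CK666 at 24 h called 5464 increased and 3070 decreased regions, and every count of called and shared regions stayed within 1.5 times, with no named region or gene list changing its call. The removal of a GC trend was not run for the siRNA libraries, nor were the comparisons of them with untransfected libraries, because their counts do not follow the region names.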

Differences from the paper's values

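The alternatives set before the data were examined are those of the preceding part.

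For MSCs at 4 h, 1810 increased, 1310 decreased and 3120 altered regions were called, against the paper's 1098, 864 and 1962. DESeq2 at default parameters, the test of the paper's methods, gave 1098, 864 and 1962. For the increased regions a mean of at least 50 counts (788) and each library left out (1327 to 1581) were also within 1.5 times of the paper's value, while RLE, upper quartile, total counts, the abundance and GC trends removed, no filter, the replicate block and both other fold limits were not. For the decreased regions no filter (1210), total counts (1181) and each library left out (990 to 1211) were within, and the other alternatives were not. For all altered regions a mean of at least 50 counts (1315), no filter (2906) and each library left out (2386 to 2688) were within, and the other alternatives were not.

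For NIH 3T3 cells, 5549 decreased regions were called against the paper's 3264. DESeq2 (4827), the abundance trend removed (4761), total counts (3514), upper quartile (4444), and the fits without control replicate 1 (4534) or 3 (4533) were within 1.5 times of the paper's value. RLE, the GC trend removed, no filter, a mean of at least 50 counts, the replicate block, both other fold limits and the fits without another library were not. The paper's counts for these cells, 4827 increased and 3264 decreased, put more regions among gains than losses. By edgeR with TMM 6216 regions gained and 5549 lost, but by DESeq2 with the libraries as labelled 3174 gained and 4827 lost, and in each of the 6 fits by edgeR without a library more regions lost than gained, so which group is larger is not settled.

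For siArp4, 10434 increased and 13594 altered regions were called against the paper's 31674 and 37158, and 3160 decreased against the paper's 5484. No alternative reached the first 2 values within 1.5 times, DESeq2 giving 11057 increased and 13117 altered. For the decreased regions the abundance trend removed (4237), the 6 libraries compared alone (3862), total counts (5649) and upper quartile (3812) were within, and DESeq2 (2060), RLE, no filter, a mean of at least 50 counts, the replicate block, both other fold limits and each library left out were not.

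For siArp4 with CK666, 8972 increased, 3177 decreased and 12149 altered regions were called against the paper's 25575, 6984 and 32559. Total counts gave 4730 decreased regions, within 1.5 times of the paper's value, and no other alternative reached any of the 3, with 8688, 2421 and 11109 by DESeq2. Regions shared by the 2 knockdown groups numbered 8295 against the paper's 23196, and no alternative reached it (8016 by DESeq2). The regions altered by siArp4 came to 154% of those altered by CK666 at 24 h, where the paper's text gives an increase of nearly 500% in affected regions. The paper's value is taken here as a ratio, since its 37158 regions are near 5 times its 4476 and 2995 regions for CK666. No alternative reached that ratio, with 175.6% by DESeq2 and 259% with the fold limit inside the test. Shared regions were 68.3% of those altered by siArp4 with CK666, against the paper's 71%, which does not differ by these limits.

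The paper states that increased accessibility dominated in magnitude as well as in number with siArp4. In number 76.8% of the called regions had increased, while the median log2 fold change was 1.51 among increased and 1.55 among decreased regions in size, with 20.4% and 20.6% beyond 2. By DESeq2, the test of the paper's methods, the medians were 1.54 and 1.53, with 21.8% and 18.4% beyond 2, in the direction the paper states but close together. With the fold limit inside edgeR's test, 3083 increased and 284 decreased regions were called, also in that direction. These numbers depend on counts as well, whose median was 65.7 among increased and 30.1 among decreased regions.

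The paper states, from an over-representation analysis that was not repeated, that genes related to adipogenesis showed increased accessibility with CK666 at 24 h. The 12 adipogenic markers of its Supplementary Fig. 3 are another set of genes and do not decide this. Their 214 tested regions included 6 increased and 1 decreased, with a median log2 fold change of 0.10 against 0.02 over all tested regions, and 4 of the genes had an increased region, against 2.98 in random lists (one-sided permutation test across genes, p = 0.341).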

Other observations

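In this part, the tests of the region names, of the exchanged NIH 3T3 totals, and of GC content, abundance and whole chromosomes for the NIH 3T3 stretches were chosen only after the result was seen, though the fits with the GC and abundance trends removed were planned. The tests of a partial table, of thinned counts, of the shallow library for the stretches and of other splits were planned.

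The counts of the 9 siRNA libraries do not follow the region names of the table that holds them. Their rank correlations across lines with the 9 untransfected libraries were between -0.003 and 0.002. At the 170896 regions that match a region of the 4 h table within 200 bp of its midpoint, untransfected 24 h controls and 4 h MSC controls had rank correlations between 0.797 and 0.836, while siRNA controls and 4 h MSC controls reached at most 0.002 in size. The width of the region went with the counts of untransfected libraries (rank correlation 0.190 to 0.273) and not with those of siRNA libraries (-0.002 to 0.001). A biological difference between transfected and untransfected cells is argued against by NIH 3T3 cells, another cell line, whose controls still had a median rank correlation of 0.503 with the MSC controls at matched regions. Low depth is argued against by the untransfected libraries thinned to the shallowest siRNA library, which had rank correlations of at least 0.724. A shifted or simply reordered table is argued against by 10 orders of the lines and 305931 shifts of each, where the largest rank correlation was 0.00953 in size. The siRNA columns may therefore hold the counts of other regions than those named beside them, as a hypothesis found and tested on the same data.

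The number of regions called with siArp4 was lower than the paper's. Under DESeq2 the ratio to the paper's value was 0.349 for increased and 0.376 for decreased regions with siArp4, 0.34 and 0.347 with siArp4 and CK666, and 0.346 for shared regions, nearly the same for each. In the untransfected 24 h libraries, counts thinned to 35% of their depth gave unequal ratios of 0.409 to 0.614 to the calls with all counts, so a lower depth alone is argued against as far as those libraries stand for the siRNA libraries. Whether the 9 columns hold part of the lines of a longer table stays open. A random part of 35% of the lines gave ratios of up to 0.359, but keeping that part fixes such ratios beforehand, so this does not test it.

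In NIH 3T3 cells, DESeq2 called 3174 increased and 4827 decreased regions with the libraries as labelled, and the paper's text gives the number 4827 to increased regions. An exchange of the control and CK666 labels would make the regions called in both NIH 3T3 cells and MSCs at 4 h go mostly in opposite directions. Under DESeq2 they did so at 10 regions and went the same way at 311, with 245 increased and 66 decreased. An exchange of the 2 totals in the text would account for 4827, the number of decreased regions with the paper's test, but not for the paper's other total of 3264, where DESeq2 gave 3174, so it stays open.

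In NIH 3T3 cells, neighbouring regions moved together over stretches of 5 Mb. The median log2 fold change of a stretch had an SD of 0.149 over 511 stretches, from -0.526 to 0.541, against an SD of 0.0646 for CK666 in MSCs at 4 h, 0.0724 for CK666 and 0.113 for CytoD at 24 h. The highest stretches were on chromosome 19 from 1 to 5000000 (0.541 over 174 regions) and on chromosome 4 from 75000001 to 80000000 (0.433), and the lowest on chromosome 7 from 135000001 to 140000000 (-0.526) and on chromosome 9 from 115000001 to 120000000 (-0.476). Each NIH 3T3 CK666 library against the 3 controls gave an SD between 0.141 and 0.177, and each control against the other controls between 0.0306 and 0.0529. GC content is argued against by an SD of 0.148 with the GC trend removed, a trend with abundance by 0.152 with that trend removed, and the shallow CK666 replicate 1 by 0.144 without it. Whole chromosomes gained or lost are not the main source, since 24.8% of the variance of the stretches lay between chromosomes, and chromosome 17 held stretches from 0.394 to -0.151. Copy number changes of parts of chromosomes between the cultures, a shift in the cell cycle and its replication timing, and an effect of CK666 on large domains stay open, as none of them was tested, and part of the NIH 3T3 calls could come from these stretches, whose SD stayed at 0.144 or more in each of these tests. With CytoD at 24 h the stretches ran from -0.606 to 0.323. Each CytoD library gave an SD between 0.112 and 0.114, and each of its controls against the others between 0.0353 and 0.0482. Part of the CytoD calls could thus also come from such stretches, which was not tested.

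For each comparison of 3 libraries against 3, there are 10 splits of the 6 libraries, and 1 of them, the real one, gave as many calls. The other 9 called 0 regions in all 8 comparisons by edgeR's quasi-likelihood test on the 6 libraries, while the real split called 9350 (CK666 at 24 h), 6733 (CytoD), 10225 (CK666 against CytoD), 13224 (siArp4), 12324 (siArp4 with CK666), 1233 (siArp4 with CK666 against siArp4), 3120 (MSCs at 4 h) and 11765 (NIH 3T3 cells). As the share cannot fall under 10% with 10 splits, this count alone cannot exclude chance.

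Called regions contained a protein-coding TSS less often than tested regions. At 24 h, 5.55% of tested regions contained a TSS, against 1.63% of increased and 1.16% of decreased regions with CK666 and 1.46% and 0.737% with CytoD. In MSCs at 4 h the shares were 5.20% of tested, 1.49% of increased and 1.15% of decreased regions, and in NIH 3T3 cells 4.81%, 2.99% and 0.973%. The share more than 50 kb from any TSS did not differ in the same way in every set. It was 37.6% of increased and 45.2% of decreased regions with CK666 and 37.4% and 41.0% with CytoD, against 32.5% of those tested at 24 h, but 34.4% and 36.5% against 35.4% in MSCs at 4 h, and 33.7% and 45.0% against 37.3% in NIH 3T3 cells.

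Of the 11 osteogenic genes of Supplementary Fig. 3, 5 had an increased region with CK666 at 24 h (Bglap, Ccno, Nr4a3, Prkaa2 and Runx2), against 2.25 in matched random lists (one-sided permutation test across genes, p = 0.0478, adjusted p = 0.574 over 24 tests), and 1 a decreased region. The 5 genes fell to between 1 and 4 with a library left out and to 3 by DESeq2. With CytoD 1 had an increased and 3 a decreased region (against 1.41 and 1.70 in random lists, one-sided permutation tests across genes, p = 0.799 and 0.23). In MSCs at 4 h 1 gene had an increased and 0 a decreased region, and in NIH 3T3 cells 1 and 2. Supplementary Fig. 3 shows these genes as known markers, by their expression. The region at the TSS of Bglap, on chromosome 3 from 88384258 to 88384868, had a log2 fold change of 1.73 with CK666 at 24 h (standard error 0.412, adjusted p = 0.00169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.19 with CytoD, from 10.4 normalized counts in control, and this gene has near-identical copies beside it. At the TSSs of Alpl, Sp7 and Runx2 the log2 fold changes were -0.35, 0.17 and -0.37 with CK666 at 24 h, 0.17, 0.59 and -0.24 with CytoD, and 0.07, -0.04 and 0.11 in MSCs at 4 h, none of them called. In NIH 3T3 cells they were 0.60 at Sp7, -0.43 at Runx2 and -0.01 at Actl6a, also uncalled.

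Of the 97 cell cycle genes, 2 had an increased and 2 a decreased region in MSCs at 4 h, against 4.89 and 2.70 in matched random lists, and 10 and 11 in NIH 3T3 cells, against 14.6 and 9.74. The 10 fell to as few as 4 with a library left out. A decreased region was found at 1 adipogenic gene in MSCs at 4 h (Adipor2), and at 2 in NIH 3T3 cells (Adhfe1 and Nfia).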
